# Alternative polyadenylation drives genome-to-phenome information detours in the AMPKα1 and AMPKα2 knockout mice

**DOI:** 10.1038/s41598-018-24683-7

**Published:** 2018-04-24

**Authors:** Shuwen Zhang, Yangzi Zhang, Xiang Zhou, Xing Fu, Jennifer J. Michal, Guoli Ji, Min Du, Jon F. Davis, Zhihua Jiang

## Abstract

Currently available mouse knockout (KO) lines remain largely uncharacterized for genome-to-phenome (G2P) information flows. Here we test our hypothesis that altered myogenesis seen in AMPKα1- and AMPKα2-KO mice is caused by use of alternative polyadenylation sites (APSs). AMPKα1 and AMPKα2 are two α subunits of adenosine monophosphate-activated protein kinase (AMPK), which serves as a cellular sensor in regulation of many biological events. A total of 56,483 APSs were derived from gastrocnemius muscles. The differentially expressed APSs (DE-APSs) that were down-regulated tended to be distal. The DE-APSs that were related to reduced and increased muscle mass were down-regulated in AMPKα1-KO mice, but up-regulated in AMPKα2-KO mice, respectively. Five genes: *Car3* (carbonic anhydrase 3), *Mylk4* (myosin light chain kinase family, member 4), *Neb* (nebulin), *Obscn* (obscurin) and *Pfkm* (phosphofructokinase, muscle) utilized different APSs with potentially antagonistic effects on muscle function. Overall, gene knockout triggers genome plasticity via use of APSs, completing the G2P processes. However, gene-based analysis failed to reach such a resolution. Therefore, we propose that alternative transcripts are minimal functional units in genomes and the traditional central dogma concept should be now examined under a systems biology approach.

## Introduction

Information flow from the genome to phenome is dependent on genesis of new RNAs that serve as key as intermediates in this process^1^. In particular, RNA structural diversity and functional dynamics produce a very intricate transfer of genetic information. For example, alternative polyadenylation that results in more than one 3′UTR (untranslated region) end per gene is a critical RNA processing mechanism that affects transcriptome diversity and gene expression dynamics^2^. This mechanism expands RNA flexibility, localization, stability and translational efficiency, causing qualitative, quantitative and/or epigenetic effects that make a gene functionally more diverse^3–5^. Notably, our whole transcriptome termini site sequencing (WTTS-seq) technique^6^ is well-developed method designed to profile the 3′-ends of RNAs in order to understand their roles in regulation of complex phenotypes underlying health and diseases.

Recently, we applied our WTTS-seq method to capture alternative polyadenylation sites (APSs) of transcripts derived from hypothalamus of male rats throughout the progression of diet-induced obesity (DIO). Specifically we used WTTS-seq to understand transcriptome changes that consequently alter information flows from genome to the obese phenotype^7^. Results from this effort indicate that DIO stimulated hypothalamic APSs on protein coding genes enriched for cell (neuron) projection morphogenesis, synaptic transmission, dendrite development, synapse organization, regulation of ion transport, learning, neurotransmitter transport, and regulation of vesicle-mediated transport as top ten summary pathways revealed by the Metascape program^8^. Importantly, independent validation indicated that APSs altered transcriptome expression of plasticity related genes in the hypothalamus. These findings suggest that differentially expressed APSs (DE-APSs) executed function in neuron projection development, synapse organization and neurotransmitter activities, which in turn help explain the phenotypic changes in excess feeding behavior and body weight gain^7^.

Over the last several decades, generation of gene knockout (KO) animals has become a routine approach to determine gene function based on altered phenotypes relative to the wild type (WT) condition. In this context, the adenosine monophosphate-activated protein kinase (AMPK) is a gene that regulates diverse biological function in humans and laboratory animals^9^. There are two α subunits of the mammalian 5′ AMPK gene: AMPKα1 and AMPKα2, which are encoded by *Prkaa1* and *Prkaa2* gene, respectively. Mouse KO models clearly demonstrate that AMPKα2, but not AMPKα1, is related to control of glucose homoeostasis in skeletal muscle^10,11^. In addition, Fu and co-workers^12^ observed that fiber numbers and sizes were reduced by ~25% and ~20% (P < 0.05) in the soleus muscle from AMPKα1 KO mice, relative to WT littermates. In direct contrast, both fiber size and muscle mass were significantly increased in AMPKα2 KO mice (P < 0.05), while the number of muscle fibers remained similar to WT animals. Although these results confirmed that AMPKα1 and AMPKα2 have distinct physiological functions, their underlying mechanisms involved in information detours from genome to phenome in KO animals remain largely unknown.

In the present study, we hypothesized that altered myogenesis in AMPKα1 and AMPKα2 KO mice results from use of different types of APSs in comparison to those in WT animals. Total RNA was extracted from the gastrocnemius muscles of both KO and WT mice. WTTS-seq libraries were constructed and sequenced using the Ion Torrent platform. Characterization of APSs in mice revealed that gene biotypes had significant effects on number of APSs used per gene, within-gene mapping locations and adenine composition in genomic regions downstream of polyA sites. Independent of KO model, we discovered that up-regulated APSs were often located in intronic regions or were extended from exons to introns. Pathway and network analyses of DE-APSs explained the contrasting differences in myogenesis between AMPKα1 and AMPKα2 KO mice. In brief, our data clearly demonstrated that alternative transcripts serve as sensitive and powerful biomarkers that can be used to link genes to their functions via detailed biological processes.

## Results

### APS basics in mouse

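Gastrocnemius muscle RNA from 2 KO and 2 WT mice of each of the 2 AMPK models was profiled by whole transcriptome termini site sequencing (WTTS-seq), which reads the 3′ ends of polyadenylated transcripts, with 1 library per mouse. According to the paper's methods, AMPKα1 KO mice were about 6 weeks old and AMPKα2 KO mice about 8 weeks old, and no age is given for the WT mice. Effects were computed within each model. The sample labels and the paper's methods name different strains for the AMPKα1 KO mice. The authors trimmed the reads, mapped them to the mouse genome (GRCm38) and grouped read ends into sites, and the deposited values are the reads counted at each APS, without normalization. Between 2311242 (AMPKα1 WT 1) and 3549156 (AMPKα2 WT 1) reads were counted per library. A count of 3 reads was taken as the smallest that the depth can show. By library totals alone, it corresponds to 0.845 to 1.30 CPM (counts scaled to the size of the library). This limit takes other values on the scale of the CPM values and folds given below, which edgeR computed with TMM normalization factors as well. Such limits and all binomial intervals cover counting error only, because PCR reads without molecular identifiers are not independent molecules. KO and WT mice were compared within each model by edgeR's quasi-likelihood test after TMM normalization, over the APSs with at least 16 reads in the 4 libraries of the model. A positive log2 fold change means higher expression in KO mice, and an APS was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.1, the threshold of the paper. DESeq2, the tool named in the paper's methods, was run as an alternative. The biological coefficient of variation estimated by edgeR was 156% in the AMPKα1 model and 38.8% in the AMPKα2 model. With 2 mice against 2, a two-sided exact permutation test of a single value cannot give a p below 0.333.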

Using 16 reads per site as a cutoff, we identified a total of 56,483 APSs expressed in murine gastrocnemius muscles (Supplementary Table S1). 

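The deposited table lists 56343 APSs on assembled chromosomes and 140 APSs on scaffolds outside them. The median APS had 48 reads summed over the 8 libraries, and the lowest sum was 16 reads. In total, 23714091 reads were counted, of which 90.7% fell on APSs that the table assigns to a gene. No gene is given for 6700 APSs. Of the APSs with a gene, 90.1% lay on the strand of that gene.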

Among them, 49,783 APSs were assigned to the currently annotated genes in the species. Approximately 66% (8,122/12,286) of protein coding genes use more than one polyA site (Fig. 1A). 

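In the deposited table, 12311 protein coding genes had at least 1 APS, and 66.0% of them had more than 1 (95% Wilson interval 65.1% to 66.8%). The median was 2 APSs per protein coding gene, and the most, 370, were found in Ttn. When only APSs with at least 50 reads were counted, 48.5% of 9843 protein coding genes had more than 1 APS. These shares are taken over genes and all libraries together, and no replicate error applies to them.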

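Among the other biotypes, 441 of 1667 lncRNA genes had more than 1 APS in the deposited table (26.5%, 95% Wilson interval 24.4% to 28.6%). For pseudogenes, the share was 178 of 911 (19.5%, 17.1% to 22.2%). Among 67 miRNA genes the share was 8.96% (4.17% to 18.2%), and among 182 small RNA genes it was 3.30% (1.52% to 7.01%).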

In comparison, ~27% (442/1,665) of lncRNAs (long non-coding RNAs), ~20% (179/910) of pseudogenes, ~9% (6/67) of miRNAs (microRNAs) and 3% (6/181) of small RNAs use more than one polyA site (Fig. 1A). Consequently, the number of APSs per gene were greatest in protein coding genes (3.70), but were 1.54, 1.31, 1.10 and 1.04 for lncRNAs, pseudogenes, miRNAs and small RNAs, respectively (Fig. 1A). 

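The protein coding genes held 45399 APSs, or 3.69 per gene, and the lncRNA genes held 2560 APSs, or 1.54 per gene. Pseudogenes held 1188 APSs (1.30 per gene), miRNA genes 74 (1.10 per gene) and small RNA genes 188 (1.03 per gene).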

Small RNAs include scRNAs (small conditional RNAs), snoRNAs (small nucleolar RNAs), snRNAs (small nuclear RNAs), telomerase RNAs, tRNAs (transfer RNAs) and Y chromosome RNAs.

**Figure 1:**
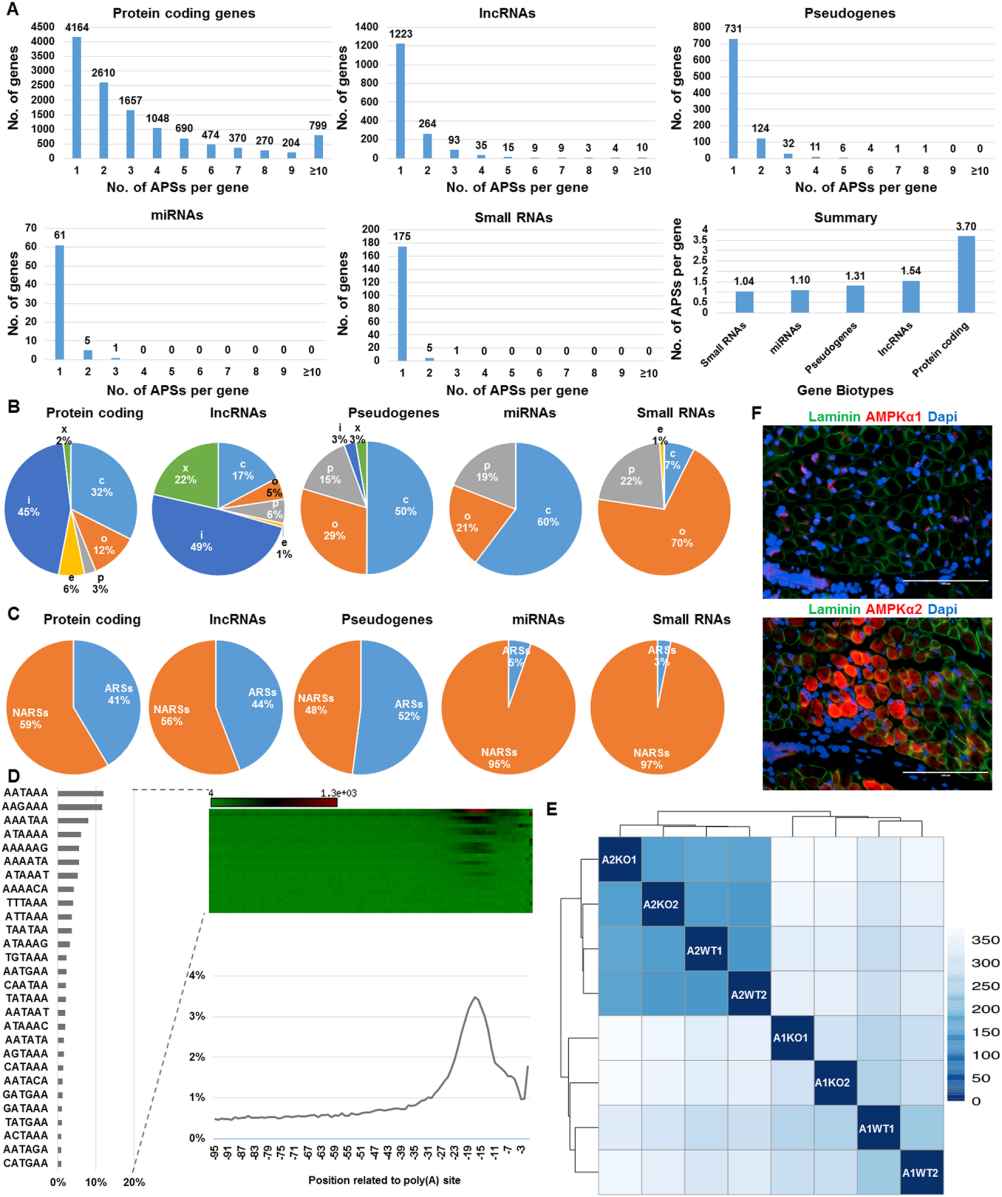
Characterization of APSs in Mice. Effects of gene biotypes on number of APSs per gene (**A)**, within-gene mapping locations with 6 class codes: c, e, i, o, p and x **(B)** and genomic features with ARSs (A rich stretches) and NARSs (non A rich stretches) (**C**). (**D**) PolyA signal distributions in mouse. **(E)** Heat map and dendrogram of sample-to-sample distances among 8 libraries based on APS profiles. Two KO and two WT mice were used for each case in the present study. **(F)** Expression of both AMPKα1 and AMPKα2 in skeletal muscle of WT mice at 10 days of age.

In addition to APS use frequencies described above, gene biotypes also had significant effects on their within-gene locations (χ^2^ = 6114.1, df = 20, p-value < 2.2e-16 among six class codes, Fig. 1B) and downstream genomic features (χ^2^ = 214.58, df = 4, p-value < 2.2e-16 between ARSs (A-rich stretches) and NARSs (non A-rich stretches) (Fig. 1C). These six class codes were defined by the Cuffcompare tool (version 2.2.1)^13^, which were further classified into two clusters. The non-conventional APSs were located either in introns (i, completed in the intronic regions and e, extended from exonic regions to intronic regions with at least 10 bp) or on antisense strand exons (x, exonic regions, but with opposite direction). The conventional APSs were majorly derived from exons (c, confined in exonic regions; o, exonic regions with extension and p, located within 2 kb downstream of reference transcripts).

As shown in Fig. 1B, these two clusters of APSs were distributed almost equally for protein coding genes, but the ratio shifted to almost 75:25 for lncRNAs. However, pseudogenes, miRNAs and small RNAs rarely used the non-conventional types of APSs (no more than 1%). 

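Class codes were read for the 1828 APSs listed in the supplementary tables used here, so the position of every APS was also read from the GENCODE release 21 annotation of GRCm38. Of 720 APSs with class code c, o or p, 95.6% lay in an exon or downstream of a gene by this annotation, against 30.1% of 926 APSs with class code e, i or x. Among 45336 APSs of protein coding genes, 52.4% lay in an exon or downstream of the gene, while 47.6% lay in an intron, antisense to an exon or elsewhere. Of 2554 lncRNA APSs, 73.8% lay in an intron, antisense or elsewhere. The same share was 15.5% of 1176 pseudogene APSs, 4.05% of 74 miRNA APSs and 46.2% of 186 small RNA APSs. By the class codes of Supplementary Table S1, read for part of chromosome 1, 1 of 26 pseudogene APSs (3.85%) was non-conventional. The chi-square of location by biotype was 4885.7 with 16 degrees of freedom (Cramér's V = 0.157). In 200 shuffles of the biotypes among APSs, the chi-square was at most 47.7. These shuffles treat the APSs of a gene as independent, which they are not.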

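By the GENCODE annotation, 16.7% of the small RNA APSs lay downstream of the gene, 37.1% in an exon and 34.4% elsewhere. For miRNAs, 86.5% of the APSs lay in an exon and 9.46% downstream. For pseudogenes, 39.3% lay in an exon and 45.2% downstream.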

More than 90% of small RNAs use distal APSs (o and p sites) compared to 40–44% for miRNAs and pseudogenes. 

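A downstream sequence could be read from the annotated transcripts for 14880 APSs in exons, and an A rich stretch (ARS) was called from these bases. Where the supplementary tables gave a label, the label from the sequence was the same for 96.9% of 581 APSs. An ARS followed 89 of 434 exonic pseudogene APSs, or 20.5%. By the paper's own labels on that part of chromosome 1, 12 of the pseudogene APSs (46.2%) were followed by an ARS.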

Pseudogene APSs were distributed equally between ARSs and NARSs. This ratio was almost 40 ARSs:60 NARSs for protein coding genes and lncRNAs (Fig. 1C) and approximately 4 ARSs:96 NARSs for miRNAs and small RNAs (Fig. 1C).

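Among exonic APSs with a downstream sequence, an ARS followed 23.9% of 14032 APSs in protein coding genes and 29.4% of 316 APSs in lncRNAs. An ARS followed 2 of 57 miRNA APSs (3.51%) and 1 of 41 small RNA APSs (2.44%). Over the 5 biotypes, the chi-square of ARS use was 31.5 with 4 degrees of freedom (Cramér's V = 0.0460). Intronic APSs have no sequence in the transcripts and were left out of these shares. The paper's labels on that part of chromosome 1 gave an ARS at 31.6% of 938 protein coding and 43.2% of 44 lncRNA APSs.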

Similar to other species, AAUAAA is the most dominant polyA signal in the mouse transcriptome (Fig. 1D). 

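Upstream bases could be read from a single annotated exon for 19184 APSs, and 28 hexamers listed as polyA signals in the supplementary tables were searched in them. AAUAAA was found at 7628 APSs (39.8%), followed by AAAUAA at 22.1%, AUAAAA at 20.0% and AUUAAA at 15.3%. An APS can carry several hexamers, and 17.6% of the APSs carried none of them.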

PolyA signals were mainly located between −15 and −30 bp upstream of tentative polyadenylation sites. 

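Of the AAUAAA hexamers found, 6215 of 7628 (81.5%) started between 30 and 15 bases upstream of the APS, where an even spread over the searched bases would place 16.8%. The median start of AAUAAA was −22. For AUUAAA, 65.9% of 2934 hexamers started in the same range, with a median start of −23.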

Of 56,483 APSs, 49,369 and 50,017 sites were expressed in AMPKα1 KO – WT pair and AMPKα2 KO – WT pair, respectively (Supplementary Table S1). 

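The number of APSs with at least 1 read was 28006 and 30406 in the AMPKα1 KO libraries and 32965 and 33517 in the AMPKα1 WT libraries. It was 35470 and 40432 in the AMPKα2 KO libraries and 43686 and 38426 in the AMPKα2 WT libraries. At least 16 reads in the AMPKα1 libraries and none in the AMPKα2 libraries were found at 6466 APSs, and the reverse was found at 7114 APSs. Of the APSs with a read, 44024 in AMPKα1 and 23218 in AMPKα2 passed the filter for the test.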

The sample-to-sample distances clearly separated our experiments into both pairs and into KO and WT groups within each model case (Fig. 1E). 

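Euclidean distances between libraries were computed on counts transformed with DESeq2's variance stabilization. The mean distance between libraries of different models was 708. In the AMPKα1 model, the KO and WT libraries were on average 561 apart, against 614 between the KO libraries and 482 between the WT libraries. In the AMPKα2 model, the KO and WT libraries were 353 apart, against 362 between the KO libraries and 322 between the WT libraries. On this scale, the distance between KO and WT libraries was smaller than that between the KO replicates in both models, and this depended on the setting. With only the APSs that had at least 10 reads in every library, KO and WT libraries were further apart than the KO libraries in both models (67.1 against 64.4 in AMPKα1 and 33.6 against 33.4 in AMPKα2). With 1 minus Spearman's correlation as the distance, they were further apart in AMPKα2 (0.207 against 0.200) and closer in AMPKα1 (0.595 against 0.656). Hierarchical clustering joined the 4 libraries of each model before the models were joined. Spearman's correlation of replicates over APSs was 0.34 in AMPKα1 KO, 0.52 in AMPKα1 WT, 0.80 in AMPKα2 KO and 0.81 in AMPKα2 WT, with APSs that are not independent replicates.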

Overall, transcriptome similarity was higher between the two WT groups than between the two KO groups. Furthermore, we detected the expression of both *AMPKα1* and *AMPKα2* in skeletal muscle in WT mice at age of 10 days by IHC (Immunohistochemical staining) assay (Fig. 1F).

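The mean distance between the AMPKα1 WT and the AMPKα2 WT libraries was 641, and that between the AMPKα1 KO and the AMPKα2 KO libraries was 771, a ratio of 0.831. The ratio moved most among the alternative settings with only the 3544 APSs that had at least 10 reads in every library, to 0.866. With each library left out in turn, it stayed between 0.783 and 0.880. No test of the ratio was made, since each group holds 2 libraries. The KO replicates were also further apart than the WT replicates (614 against 482 in AMPKα1 and 362 against 322 in AMPKα2). A wider spread of the KO libraries would also lower the ratio, which cannot tell this from closer WT transcriptomes. With at least 10 reads in every library, the AMPKα1 KO replicates were closer than the WT replicates (64.4 against 66.3). From these distances, the paper states that the transcriptomes of the WT groups were more alike than those of the KO groups.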

### Gain and loss of DE-APSs in AMPKα1 KO mice

Among 49,369 APSs expressed between two AMPKα1 KO and two WT animals, 205 were DE-APSs (adjusted P < 0.1) (Fig. 2A and Supplementary Table S2). 

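Prkaa1, the gene targeted in the AMPKα1 model, had 2 APSs in the table. They lay on opposite strands, and neither was in an exon or downstream of a gene by the GENCODE annotation. The APS at 5163362 on chromosome 15 had 0 and 82 reads in the KO libraries and 15 and 0 in the WT libraries (log2 fold change 1.32, standard error 2.77, adjusted p = 1.00 from edgeR's quasi-likelihood test), and the APS at 5146418 had no read in this model. These reads come from no annotated 3′ end of Prkaa1, and they neither bear out nor contradict the genotype labels. In the same mice, Prkaa2 had a log2 fold change over the whole gene of −0.15 (standard error 0.49, edgeR adjusted p = 1.00). Over all APSs tested, edgeR called 0 higher and 2 lower in KO mice, with 1353 APSs at an unadjusted p under 0.05. Among the alternatives, the lower calls moved most with all 8 libraries fitted together (403, with 29 higher), and the higher calls with DESeq2 and library totals, a setting added after the values were seen (77, with 118 lower). With DESeq2, 43 APSs were called higher and 175 lower. All 205 APSs on the paper's list had the same direction in edgeR, and 2 of them were called. With the adjustment made over the paper's list alone, 204 of them passed, which shows no stability because the list was drawn from the same libraries. In data simulated with edgeR's trended dispersions for these libraries (median 3.771, above the common dispersion of 2.445), edgeR recovered 0 of 200 APSs changed 4-fold and 49 of 200 changed 16-fold, with 2 false calls in the second case. DESeq2 recovered 0 of 200 at 4-fold with 72 false calls, and 30 of 200 at 16-fold with 111 false calls. The changed APSs were drawn from those with a mean of at least 50 reads per library, so recovery of weaker APSs was not tested.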

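The APSs higher in AMPKα1 KO mice with the lowest adjusted p in edgeR's test lay in Gm6123, Iqgap1, Myl9, Wbp1l and Rnf126, and none of them passed the threshold. The pseudogene Gm6123 (gene18, chromosome 1, 4772482 to 4772771) had 393 and 317 reads in the KO libraries and 2 and 0 in the WT libraries, at least 72.2-fold higher in KO (edgeR adjusted p = 0.175). Its expression was 93.2 ± 13.7 CPM in KO and 0.583 ± 0.825 CPM in WT (SD, n = 2). Intronic APSs of Iqgap1 (chromosome 7, 80741074) and Wbp1l (chromosome 19, 46629469) had 0 reads in both WT libraries and were at least 38.4-fold and 34.4-fold higher in KO (edgeR adjusted p = 0.195 and 0.203). The log2 fold change was 3.74 (standard error 0.66) for Myl9 at 156781661 on chromosome 2 and 1.86 (standard error 0.44) for Rnf126 at 79758539 on chromosome 10 (edgeR adjusted p = 0.195 and 0.543). Of the APSs called higher by DESeq2, 30 had 0 reads in both WT libraries. On the paper's list of 38 APSs higher in KO, 0 had a KO library without reads, and 2 (5.26%) had at least 90% of their KO reads in 1 library.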

Based on log2 fold changes, AMPKα1 KO mice had 28 DE-APSs that were not expressed in WT mice and 10 DE-APSs that were up-regulated. In addition, 132 APSs were not expressed in AMPKα1 KO mice and 35 DE-APSs were down-regulated in comparison to WT mice. 

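Both APSs called lower by edgeR lay on scaffolds outside the assembled chromosomes. The APS at 60982, assigned to no gene, had 0 reads in both KO libraries and 382 and 503 in the WT libraries, at least 232-fold lower in KO (edgeR adjusted p = 0.000518). The APS of Pisd-ps3 (gene45898) at 55742 had 0 and 0 against 190 and 137 reads, at least 95.2-fold lower in KO (edgeR adjusted p = 0.0363). The next lowest adjusted p were those of LOC102643247 (chromosome 4, 99932323), Gpihbp1 (chromosome 15, 75598216) and Ucp3 (chromosome 7, 100486737), at 0.168, 0.195 and 0.203 in edgeR's test. The APSs of LOC102643247 and Ucp3 were at least 78.4-fold and 53.4-fold lower in KO, and that of Gpihbp1 had a log2 fold change of −7.52 (standard error 1.30). The APS of Gpihbp1 had 174.9 and 32.85 CPM in the WT libraries. With 1 library left out, its log2 fold change lay between −11.29 and −5.88. Of the APSs called lower by DESeq2, 140 had 0 reads in both KO libraries. On the paper's list of 167 APSs lower in KO, 5 had a WT library without reads and 21 (12.6%) had at least 90% of their WT reads in 1 library. Zero counts also separated the replicates of this model. Among the 12620 APSs with at least 50 reads in an AMPKα1 KO library, 30.4% had 0 reads in the other KO library, against 5.09% between the AMPKα1 WT libraries. In the AMPKα2 model, the shares were 0.293% between KO libraries and 0.318% between WT libraries. Summed per gene, the share between the AMPKα1 KO libraries was 11.9% of 8372 genes, against 1.51% for WT.

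**Figure D1:**
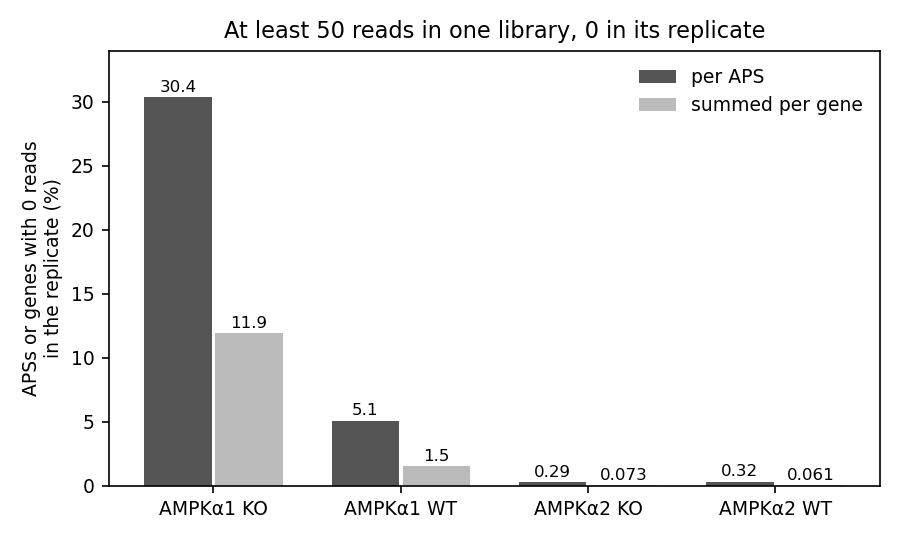
Percentage of APSs (dark bars) or genes (light bars) with at least 50 reads in a library that had 0 reads in its replicate, by model and genotype. The AMPKα1 KO libraries had the highest bars, at 30.4% per APS and 11.9% per gene.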

Pathway enrichment analysis was conducted with the DE-APSs associated with protein coding genes, including 31 DE-APSs/31 DE-genes exclusively expressed or up-regulated, and 142 DE-APSs/141 DE-genes lost or down-regulated in AMPKα1 KO mice.

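The 2 APSs called by edgeR in this model were in no protein coding gene. DESeq2 called 36 APSs of 36 protein coding genes higher and 149 APSs of 148 protein coding genes lower in AMPKα1 KO mice. It called each of the 205 APSs on the paper's list and 13 others.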

**Figure 2:**
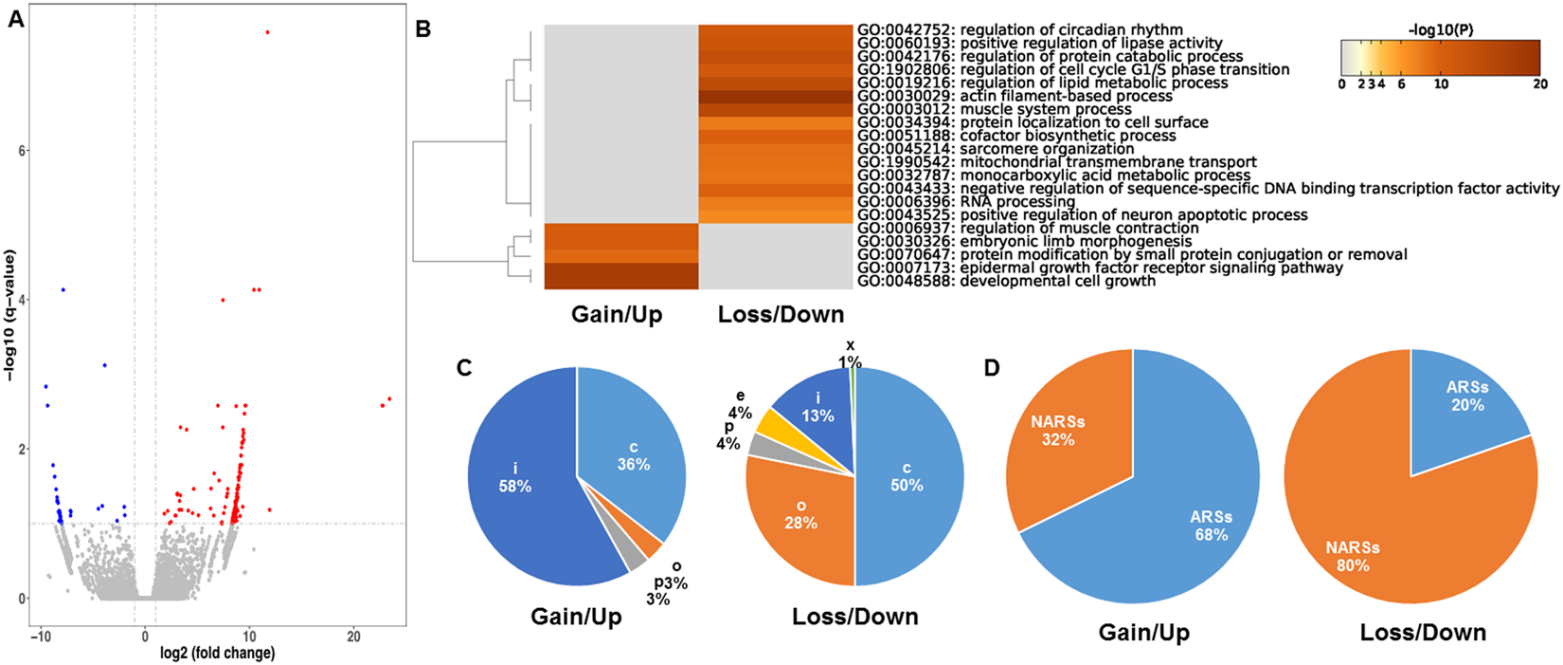
Characterization of DE-APSs between two AMPKα1 KO and two WT mice. (**A**) Volcano plot of APSs separating gained or up-regulated APSs (left) from lost or down-regulated APSs (right) in AMPKα1 KO mice. **(B)** Gene-enriched pathways with gained/up-regulated and lost/down-regulated DE-APSs. **(C)** Class code usages between gained/up-regulated and lost/down-regulated DE-APSs. **(D)** Comparison of downstream genomic regions between gained/up-regulated and lost/down-regulated DE-APSs.

As shown in Fig. 2B, AMPKα1 KO mice had three pathway clusters down-regulated in 1) muscle and lipid processes, such as actin filament-based process, muscle system process, sarcomere organization, lipase activity and regulation of lipid metabolic process; 2) DNA, RNA and cellular processes, such as sequence-specific DNA binding transcription factor activity, RNA processing, circadian rhythm and cell cycle G1/S phase transition; and 3) protein, transport and metabolic processes, such as protein catabolic process, protein localization to cell surface, monocarboxylic acid metabolic process, mitochondrial transmembrane transport, cofactor biosynthetic process, and neuron apoptotic process. On the other hand, AMPKα1 KO mice also had up-regulated pathways related to regulation of muscle contraction, embryonic limb morphogenesis, protein modification by small protein conjugation or removal, epidermal growth factor receptor signaling pathway and developmental cell growth.

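Because the edgeR calls in AMPKα1 held no APS of a protein coding gene, shares by location were taken over the DESeq2 calls. Of the 36 APSs of protein coding genes called higher in AMPKα1 KO mice, 21 (58.3%) lay in an intron, antisense to an exon or elsewhere by the GENCODE annotation. A class code was available for 31 of these 36.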

For the 31 protein coding DE-APSs that were exclusively expressed or up-regulated in AMPKα1 KO mice, 58% (18/31) originated from intronic sites. In contrast, only 13% (19/142) of DE-APSs that were lost or down-regulated due to AMPKα1 knockout (χ^2^ = 33.101, df = 5, p-value = 3.594e-06) were derived from intronic sites (Fig. 2C). In addition, the exclusively expressed or up-regulated DE-APSs were often associated with ARSs (68%, 21/31), while the lost or down-regulated DE-APSs were mostly adjacent to NARs (80%, 114/142) (χ^2^ = 26.589, df = 1, p-value = 2.517e-07) (Fig. 2D). Furthermore, AMPKα1 KO mice had three pseudogene DE-APSs that were exclusively expressed or up-regulated, but lost nine pseudogene DE-APSs plus three lncRNA DE-APSs compared to WT mice (Supplementary Table S2).

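By the GENCODE annotation, 28 of 149 APSs called lower by DESeq2 (18.8%) lay in an intron, antisense to an exon or elsewhere. This was 39.5 percentage points less than among the higher ones (two-sided Fisher's exact test, p = 9.1e-06). With the class codes, the share of intronic APSs (i) was 44.7 percentage points larger among the higher APSs (two-sided Fisher's exact test, p = 5.72e-07). The calls with a class code were the APSs of the paper's list, with the same shares. The comparison by class code therefore repeats the paper's and adds no check of it. At an adjusted p under 0.05, a setting added after the values were seen, 6 of 10 higher and 11 of 67 lower APSs had class code i, a difference of 43.6 percentage points.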

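Among the DESeq2 calls, an ARS followed 67.7% of 31 higher and 19.7% of 142 lower APSs, a difference of 48.0 percentage points (two-sided Fisher's exact test, p = 4.29e-07). These labelled calls are again the APSs of the paper's list, so the values add no check of it. With 1 APS per gene and direction, the difference was 48.6 percentage points. At the stricter adjusted p under 0.05, it was 59.1 percentage points.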

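Among the APSs called by DESeq2 in AMPKα1, 3 of pseudogenes were higher and 10 were lower in KO mice. No lncRNA APS was called higher, and 4 were called lower. None of these was called by edgeR.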

### Up- and down-regulated DE-APSs in AMPKα2 KO mice

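Prkaa2, the gene targeted in the AMPKα2 model, had 7 APSs in the table. The exonic APS nearest the 3′ end of the gene, at 105029876 on chromosome 4, had 12 and 24 reads in the KO libraries and 32 and 23 in the WT libraries. Its log2 fold change was −0.35 (standard error 0.45, adjusted p = 0.863 from edgeR's quasi-likelihood test). Over the whole gene, 40 and 71 reads were counted in KO and 87 and 62 in WT, with a log2 fold change of −0.03 (standard error 0.28, edgeR adjusted p = 0.988). The reads at its 3′ ends therefore do not separate KO from WT mice and give no check of the labels. Prkaa1 had 10 and 8 reads in KO and 15 and 3 in WT over the whole gene. Nearly all of these lay at 5146418, outside annotated exons and on the opposite strand to the intronic APS of this gene.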

Among 50,017 APSs expressed between two AMPKα2 mice and two WT animals, 101 were identified as DE-APSs (Fig. 3A and Supplementary Table S3). 

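In the AMPKα2 model, edgeR called 6 APSs higher and 7 lower in KO mice, with 1765 APSs at an unadjusted p under 0.05. Without the filter on low counts, a setting in which edgeR estimated no spread between APSs in their quasi-likelihood dispersion, 425 were called higher and 132 lower. DESeq2 called 81 higher and 15 lower. All 101 APSs on the paper's list had the same direction in edgeR, 10 of them were called, and all 101 had an unadjusted p under 0.05. Adjusted over that list alone, 101 passed, which shows no stability because the list comes from the same libraries. The APSs with the lowest adjusted p were those of Fndc5, Cuedc1 and Gm10288. The APS of Fndc5 (gene10239) at 129143300 on chromosome 4 fell from 72.9 ± 5.80 CPM in WT to 0 CPM in KO (SD, n = 2). It was at least 59.7-fold lower (edgeR adjusted p = 0.0156). On a scaffold outside the assembled chromosomes, an APS of a second annotated copy of Fndc5 at 745904 was at least 55.5-fold higher and the APS of Cuedc1 at 1329040 at least 66.8-fold higher in KO (edgeR adjusted p = 0.0156 for both). Reads of Fndc5 can be placed on either copy, so these opposite changes do not show a loss of its expression. With both copies added, Fndc5 had 54.8 ± 0.944 CPM in KO and 72.2 ± 6.04 CPM in WT (SD, n = 2), a log2 change of −0.39. Gm10288 at 146838777 on chromosome 3, a processed pseudogene whose reads are uncertain because its parent gene can share them, had a log2 fold change of −6.28 (standard error 0.53, edgeR adjusted p = 0.0156). Ubb at 62553215 on chromosome 11 was also lower, with a log2 fold change of −3.60, and Rpl11 at 136049947 on chromosome 4 was at least 26.9-fold lower (edgeR adjusted p = 0.0307 for both). Gm33135 at 8207263 on chromosome X and Tmem234 on a scaffold at 1207248 were at least 16.3-fold and 15.3-fold higher (edgeR adjusted p = 0.0739 and 0.0758). Tmem234 is also annotated on chromosome 4, and with both copies added its log2 change was 0.75. In simulated data, edgeR recovered 73 of 200 APSs changed 4-fold with 4 false calls, and DESeq2 recovered 148 with 19 false calls. Here too, the changed APSs had a mean of at least 50 reads per library.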

Of these, 84 were up-regulated and 17 were down-regulated. Among them, 67 up-regulated DE-APSs and 15 down-regulated DE-APSs were assigned to 44 and 14 DE-genes, respectively. 

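The edgeR calls in AMPKα2 lay in 5 protein coding genes that were higher and 6 that were lower in KO mice. Of these calls, 5 of the 6 higher ones lay on a scaffold outside the assembled chromosomes. DESeq2 called 65 APSs of 46 protein coding genes higher and 13 APSs of 13 protein coding genes lower.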

The dramatic difference between up-regulated DE-APSs (67) and up-regulated DE-genes (44) was due to the fact that five genes: *Myh2* (myosin, heavy polypeptide 2, skeletal muscle, adult), *Neb* (nebulin), *Ptp4a2* (protein tyrosine phosphatase 4a2), *Tnnt3* (troponin T3, fast skeletal type) and *Ttn* (titin) had more than one differentially expressed polyA site. 

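DESeq2 called 4 higher APSs in Myh2, 3 in Neb, 2 in Ptp4a2, 2 in Tnnt3 and 13 in Ttn, and edgeR called 1 higher and 1 lower APS in Ptp4a2 and none in the other 4 genes. In Myh2, the log2 fold changes of the 4 APSs lay between 1.58 and 2.34, and that at 67188862 on chromosome 11 had 140 ± 14.7 CPM in KO and 40.5 ± 2.62 CPM in WT (SD, n = 2). The adjusted p of that APS was 0.333 in edgeR's test and 0.0111 in DESeq2's. In Tnnt3, the APS at 142508502 on chromosome 7 had 85.9 and 27.2 CPM in the KO libraries and 9.05 ± 0.733 CPM in WT (SD, n = 2). Ptp4a2 is annotated on chromosome 4 (gene10271) and on a scaffold (gene47211), and its reads are uncertain because they can be placed on either copy. The scaffold APS at 1450662 had a log2 fold change of 3.55 (standard error 0.44, edgeR adjusted p = 0.0785), and the chromosomal APS at 129849979 was at least 41.5-fold lower in KO (edgeR adjusted p = 0.0307). The scaffold copy received 61.0% and 59.5% of the reads of Ptp4a2 in the KO libraries and 5.06% and 5.61% in the WT libraries. With both copies added, Ptp4a2 had 117 ± 38.6 CPM in KO and 189.5 ± 11.8 CPM in WT (SD, n = 2), a log2 fold change of −0.69.

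**Figure D2:**
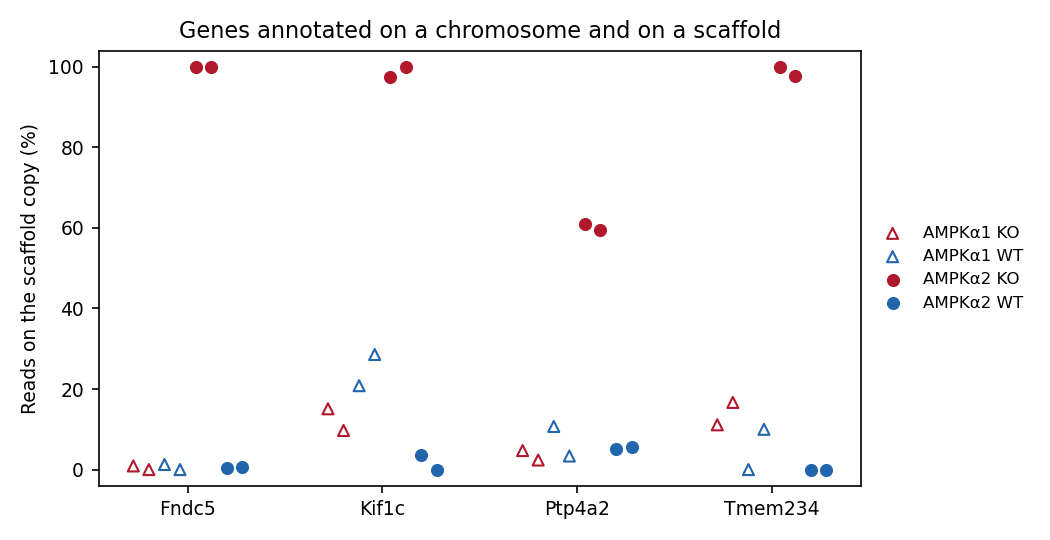
Percentage of a gene's reads placed on its scaffold copy, for 4 genes annotated on a chromosome and on a scaffold, with a point per library (circles AMPKα2, triangles AMPKα1; red KO, blue WT). The AMPKα2 KO libraries lie at 59.5% or more in each gene, and the AMPKα2 WT libraries at 5.61% or less.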

In particular, *Ttn* had a total of 17 significant DE-APSs. 

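Ttn (gene3939) lies on chromosome 2 with 370 APSs between 76703983 and 76982384, of which 356 were tested in AMPKα2. In KO mice, 340 of these 356 APSs were higher, 159 had an unadjusted p under 0.05, and the median log2 fold change was 1.19. For the 17 APSs of Ttn on the paper's list, the log2 fold changes lay between 1.38 and 2.65, with standard errors of 0.33 to 0.88. Their adjusted p lay between 0.247 and 0.632 in edgeR's test and between 0.00173 and 0.108 in DESeq2's. Summed over the gene, Ttn had 26810 and 14200 CPM in the KO libraries and 11180 and 9238 CPM in the WT libraries, a log2 fold change of 1.15 (standard error 0.41) with an adjusted p of 0.423 in edgeR's test and 0.0935 in DESeq2's.

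**Figure D3:**
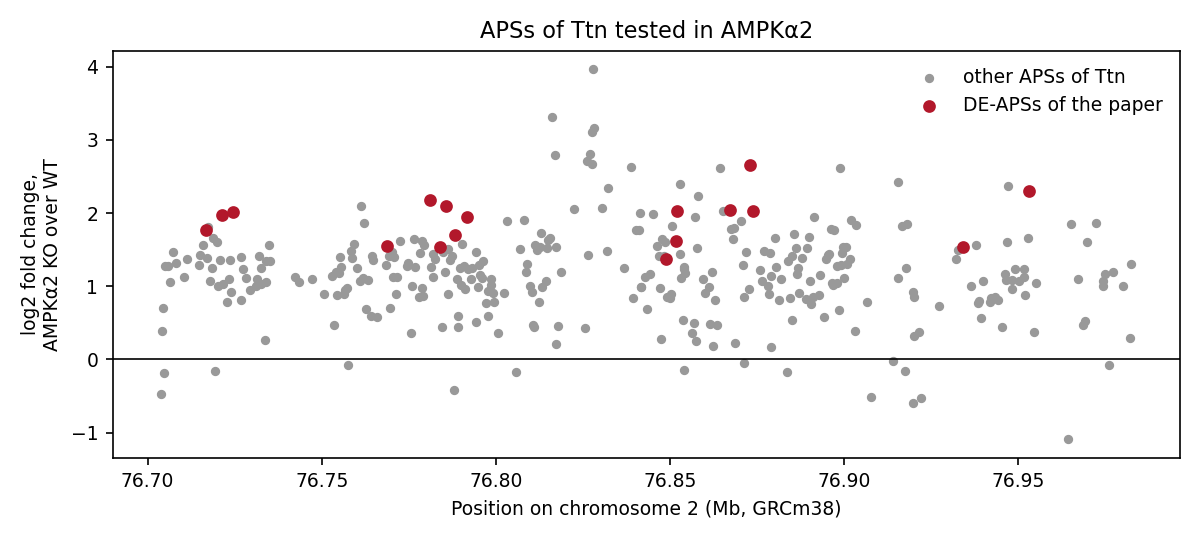
Log2 fold change of each APS of Ttn tested in the AMPKα2 model (KO over WT) by position on chromosome 2 in Mb. Red points are the 17 APSs on the paper's list and grey points the other APSs, and 340 of the 356 points lie above 0.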

As shown in Fig. 3B, pathway enrichment analysis revealed that muscle system process, skeletal muscle thin filament assembly and muscle adaptation were significantly up-regulated in AMPKα2 knockout mice. The only down-regulated pathway was regulation of neuron death.

**Figure 3:**
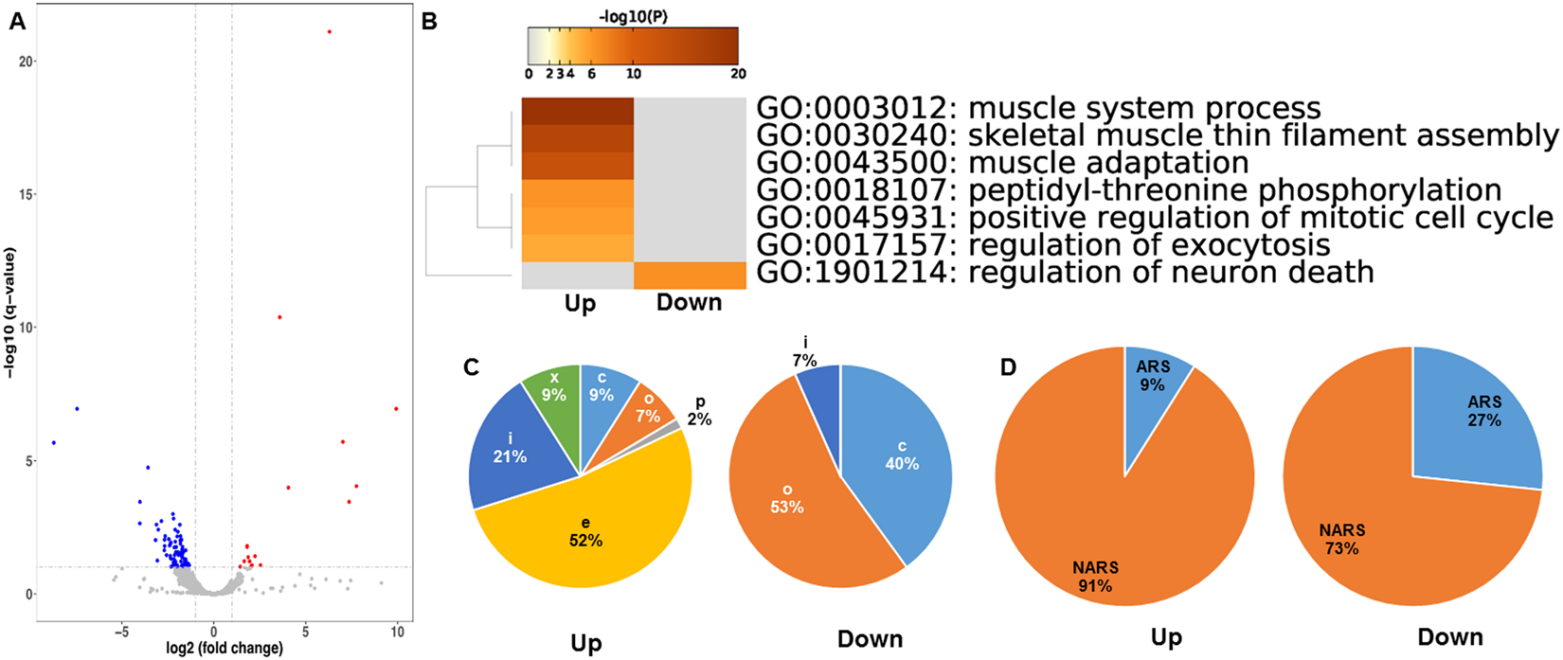
Characterization of DE-APSs between two AMPKα2 KO and two WT mice. (**A**) Volcano plot of APSs separating up-regulated APSs (left) from down-regulated APSs (right) in AMPKα2 KO mice. **(B)** Gene enriched pathways with up- and down-regulated DE-APSs. **(C)** Class code usages between up- and down-regulated DE-APSs. **(D)** Comparison of downstream genomic regions between up- and down-regulated DE-APSs.

The 67 up-regulated DE-APSs located in protein coding genes mainly extended from exons to introns (e class code with 52%), followed by i class code with 21% (Fig. 3C). In contrast, the 15 down-regulated DE-APSs were dominantly located in distal regions −53% assigned to o class code and 40% designated as c class code. 

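Among the DESeq2 calls in AMPKα2, 63 higher APSs of protein coding genes had a class code, of which 31 (49.2%) were e, 14 (22.2%) were i and 6 (9.52%) were x.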

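Of the 13 lower APSs called by DESeq2 in protein coding genes, 7 (53.8%) had class code o, 5 (38.5%) had c and 1 (7.69%) had i.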

As such, mapping regions between up- and down-DE-APSs differed significantly (χ^2^ = 35.098, df = 5, p-value = 1.439e-06). However, ARSs and NARSs were similarly distributed in both groups of DE-APSs (χ^2^ = 2.1269, df = 1, p-value = 0.1447). In addition, one lncRNA DE-APS, two pseudogene DE-APSs, and one snoRNA DE-APS were up-regulated, and one pseudogene DE-APS was down-regulated in AMPKα2 KO mice compared to WT controls (Supplementary Table S3).

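Among the edgeR calls, 1 of 3 higher and 0 of 6 lower APSs were non-conventional, a difference of 33.3 percentage points (two-sided Fisher's exact test, p = 0.333). Among the DESeq2 calls, the difference was 73.3 percentage points (two-sided Fisher's exact test, p = 9.37e-07), and with those at an adjusted p under 0.05, a setting added after the values were seen, it moved most, to 86.8 percentage points. Several of the higher APSs share a gene. With 1 APS per gene and direction, 33 of 44 higher and 1 of 13 lower DESeq2 calls were non-conventional (two-sided Fisher's exact test, p = 1.92e-05). By the GENCODE annotation, 29 of 61 higher DESeq2 calls (47.5%) and 1 of 13 lower ones lay in an intron, antisense to an exon or elsewhere. This difference was smaller, at 39.85 percentage points (two-sided Fisher's exact test, p = 0.0109).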

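An ARS followed 2 of 3 higher and 1 of 6 lower APSs called by edgeR, a difference of 50.0 percentage points (two-sided Fisher's exact test, p = 0.226). Among the DESeq2 calls the direction was reversed, with 6 of 63 higher and 3 of 13 lower APSs followed by an ARS, a difference of −13.6 percentage points (two-sided Fisher's exact test, p = 0.178).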

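Outside protein coding genes, edgeR called 1 lncRNA APS higher and 1 pseudogene APS lower in AMPKα2 KO mice. DESeq2 called 1 lncRNA, 1 pseudogene and 1 snoRNA APS higher and 1 pseudogene APS lower.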

The total RNA samples derived from these two AMPKα2 KO mice and two WT animals were also profiled for 5′-ends of transcripts using our newly developed whole transcriptome start site sequencing (WTSS-seq) method. Among 42,207 ASSs (alternative start sites) identified (Supplementary Table S4), 343 reached the significance level with adjusted P < 0.1 so that they were considered as DE-ASSs, including 96 down- and 247 up-regulated in KO in comparison to WT mice. We observed that DE-genes associated with these DE-ASSs were also enriched for muscle related pathways, such as actin filament-based process, muscle structure development, striated muscle cell differentiation and striated muscle hypertrophy listed as 1st, 2nd, 3rd and 15th pathway among top 20 “summary” pathways in order, respectively (Supplementary Figure S1A). No doubt, AMPKα2 KO mice had more up- (26, 24, 14 and 6) than down-regulated DE-genes (9, 7, 0 and 0) contributed to these four pathways (Supplementary Figure S1B). In addition, several development pathways were also enriched in AMPKα2 KO mice. In brief, our 5′-end profiles further confirmed that AMPKα2 KO triggered whole body growth and muscle functions.

### Functional divergence between AMPKα1 and AMPKα2 KO mice

As shown in Supplementary Tables S2 and S3, the DE-APSs revealed between KO and WT were model-specific. However, *Car3* (carbonic anhydrase 3), *Mylk4* (myosin light chain kinase family, member 4), *Neb* (nebulin), *Obscn* (obscurin, cytoskeletal calmodulin and titin-interacting RhoGEF) and *Pfkm* (phosphofructokinase, muscle) were differentially expressed in both models (Supplementary Table S5). 

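No APS was called in both models, by edgeR or by DESeq2. Of the paper's APSs, 68 of the 205 from AMPKα1 and 68 of the 101 from AMPKα2 had fewer than 16 reads in the 4 libraries of the other model. The difference in KO effect between the models was tested with edgeR's quasi-likelihood test of the interaction between genotype and model, over 13326 APSs with at least 16 reads in each model. This test called 6 APSs, 4 with a more positive and 2 with a more negative KO effect in AMPKα2, and 1346 had an unadjusted p under 0.05. With DESeq2, 519 APSs were called. Because the KO mice of the models also differ in age, a difference between them cannot be assigned to the targeted gene. From lists that share no APS, the paper states that the DE-APSs were specific to each model.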

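The genes with at least 1 APS called by DESeq2 in each model included Car3, Mylk4, Neb and Pfkm, and edgeR called an APS in both models for no gene. Of the APSs of these 4 genes in Supplementary Table S5, DESeq2 called all 4 of AMPKα1 and 5 of the 6 of AMPKα2, and edgeR called 0 in either model. In the edgeR interaction test, only the APS of Mylk4 at 32728722 passed the threshold among those of these genes that were tested, with a fitted log2 difference of 9.61 (adjusted p = 0.0440), whose size is uncertain because both AMPKα1 KO libraries had 0 reads there.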

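Neb (gene3617, chromosome 2) had 187 APSs. The APS at 52245358, in an exon, had 254 and 160 reads in the AMPKα1 KO libraries and 6 and 12 in the AMPKα1 WT libraries, or 54.3 ± 17.2 CPM in KO and 3.45 ± 0.0700 CPM in WT (SD, n = 2). Its log2 fold change was 3.96 (standard error 1.03), with an adjusted p of 0.543 in edgeR's test and 0.0540 in DESeq2's. In AMPKα2, the same APS had a log2 fold change of 0.96 (standard error 0.49, edgeR adjusted p = 0.677). The APSs at 52197793, 52291217 and 52305273 had log2 fold changes of 2.14, 1.74 and 1.97 in AMPKα2 (standard errors 0.47, 0.35 and 0.51), with adjusted p of 0.465, 0.406 and 0.524 in edgeR's test and 0.0944, 0.0426 and 0.106 in DESeq2's. These 3 APSs had 0 reads in all AMPKα1 libraries.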

The *Neb* gene had 4 DE-APSs, including one up-regulated in AMPKα1 KO and three up-regulated in AMPKα2 KO mice in comparison to wild-type controls. 

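In AMPKα1, intronic APSs of Car3 (14865555 on chromosome 3) and Pfkm (98119133 on chromosome 15) and an exonic APS of Mylk4 (32728722 on chromosome 13) had 0 reads in both KO libraries. The WT libraries had 60 and 110 reads at the APS of Pfkm and 47 and 53 at that of Mylk4. The APSs were at least 28.2-fold (Car3), 42.1-fold (Pfkm) and 27.0-fold (Mylk4) lower in KO. The adjusted p was 0.410 for Pfkm and 0.543 for the other 2 in edgeR's test, and in DESeq2's it was 0.00773 for Pfkm and 0.0558 for Mylk4. In AMPKα2, the log2 fold change was 2.35 (standard error 0.65) for Pfkm at 98123928 and 1.38 (standard error 0.31) for Mylk4 at 32726984. The expression of the APS of Pfkm was 85.9 and 390.6 CPM in the KO libraries and 46.8 ± 4.39 CPM in WT (SD, n = 2). That of Mylk4 was 147 ± 1.77 CPM in KO and 56.4 ± 0.318 CPM in WT (SD, n = 2). The adjusted p for Pfkm and Mylk4 was 0.576 and 0.465 in edgeR's test and 0.0153 and 0.0833 in DESeq2's.

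**Figure D4:**
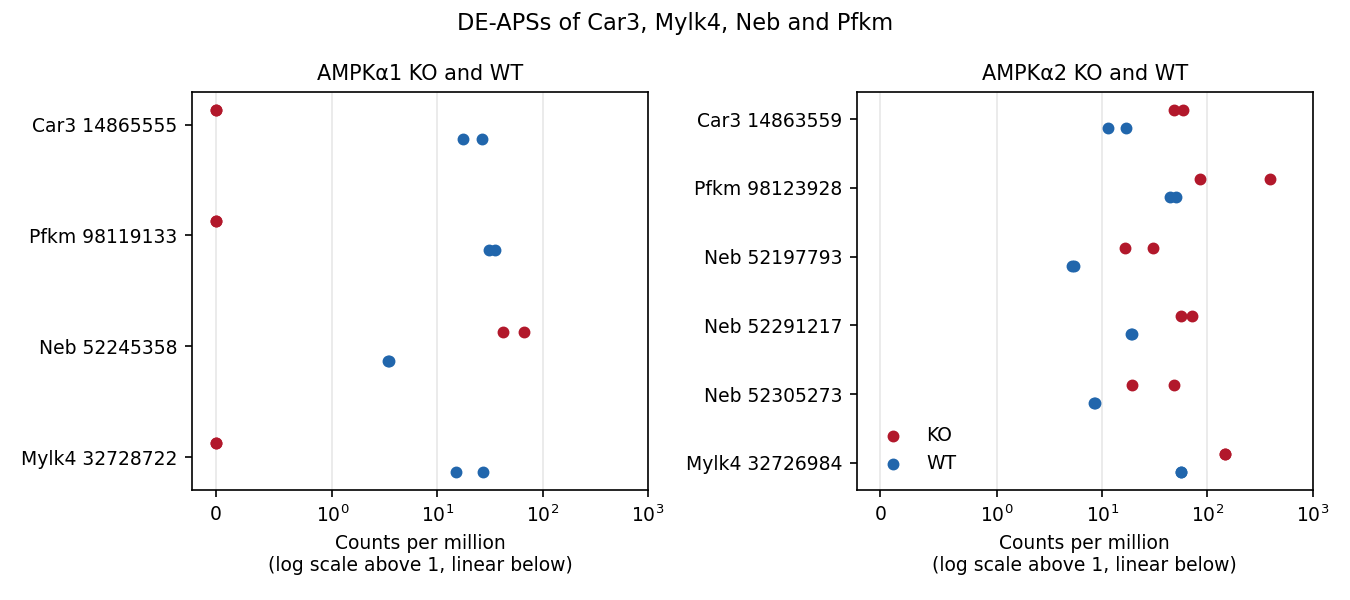
Expression in CPM of the APSs of Car3, Mylk4, Neb and Pfkm on the paper's lists, in AMPKα1 (left) and AMPKα2 (right), with a point per library (red KO, blue WT). In AMPKα1, 3 APSs have 0 CPM in both KO libraries, and in AMPKα2 both KO libraries lie above both WT libraries at the 6 APSs.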

Among the remaining four genes, each had two DE-APSs with one lost in AMPKα1 KO and one up-regulated in AMPKα2 KO. The details are shown in Fig. 4A using *Car3* gene as an example. 

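Car3 (gene6320) lies on chromosome 3. The APS at 14865555, in an intron, had 46 and 62 reads in the AMPKα1 WT libraries, or 22.2 ± 6.55 CPM (SD, n = 2). Its adjusted p was 0.543 in edgeR's test and 0.0462 in DESeq2's. The AMPKα1 reference site at 14865236 had 95 and 41 reads in KO and 56 and 67 in WT, with a log2 fold change of −0.53 (standard error 1.09, edgeR adjusted p = 1.00). In AMPKα2, the APS at 14863559 had 53.7 ± 7.53 CPM in KO and 14.0 ± 3.95 CPM in WT (SD, n = 2). Its log2 fold change was 1.92 (standard error 0.38), with an adjusted p of 0.393 in edgeR's test and 0.0317 in DESeq2's. The AMPKα2 reference site at 14864407 had a log2 fold change of 0.94 (standard error 0.50, edgeR adjusted p = 0.687).

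**Figure D5:**
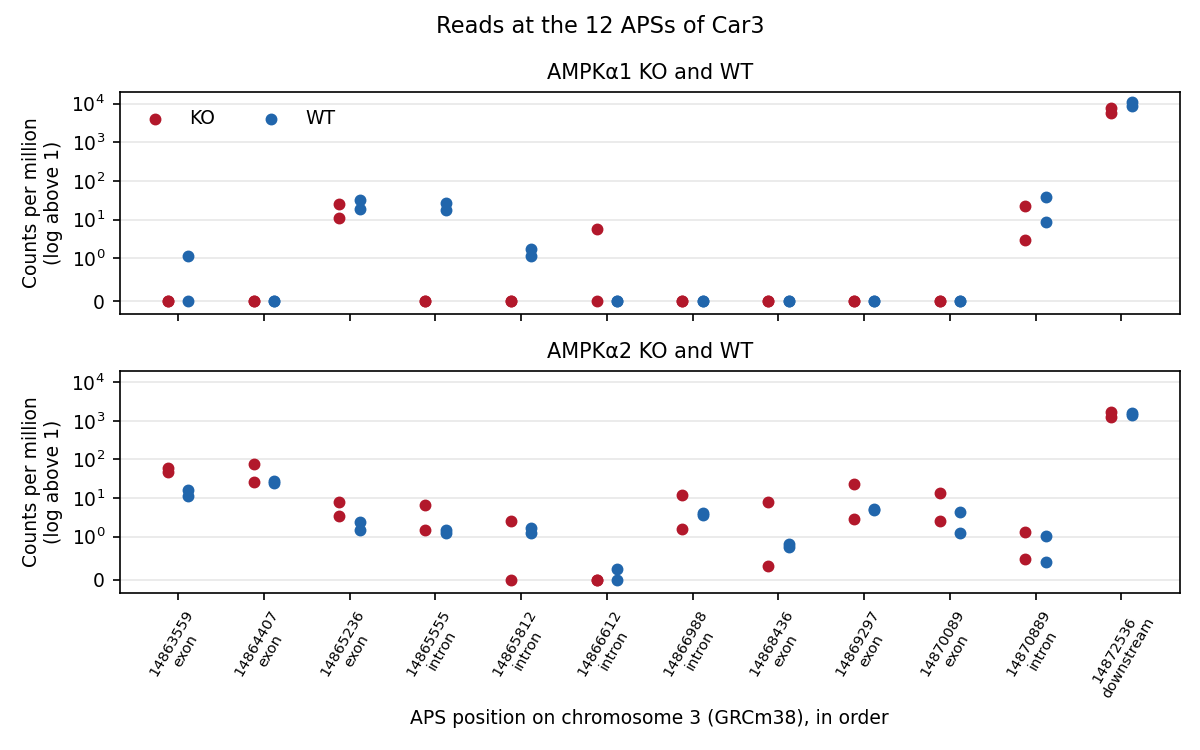
Expression in CPM of the 12 APSs of Car3 in order of position on chromosome 3, in AMPKα1 (top) and AMPKα2 (bottom), with a point per library (red KO, blue WT). The last APS, at 14872536, has the most reads in every library.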

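The table gave 26 APSs in Pfkm and 41 in Mylk4. By the GENCODE annotation, 98 APSs of Neb lay in exons and 89 in introns. In Mylk4, 21 lay in exons and 18 in introns, in Pfkm 9 and 16, and in Car3 6 and 5.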

Overall, these five genes were frequent users of APSs totaling 354, ranging from 12 for *Car3* to 187 for *Neb* (Supplementary Table S5). We observed that distal APSs associated with these five genes were all expressed. In addition, these 12 DE-APSs for both models were classified into c (3), e (6) and i (3) according to their mapping locations. 

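For Car3, the APS farthest downstream, at 14872536, had 28723 and 21577 reads in the AMPKα1 KO libraries and 14835 and 39036 in the AMPKα1 WT libraries. It had 3364 and 3996 reads in the AMPKα2 KO libraries and 6388 and 3486 in the AMPKα2 WT libraries.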

*In silico* validation confirmed all c and e types of DE-APSs. For three intronic DE-APSs, two were strongly supported by ESTs (expressed sequence tags) in mouse (Supplementary Table S5).

**Figure 4:**
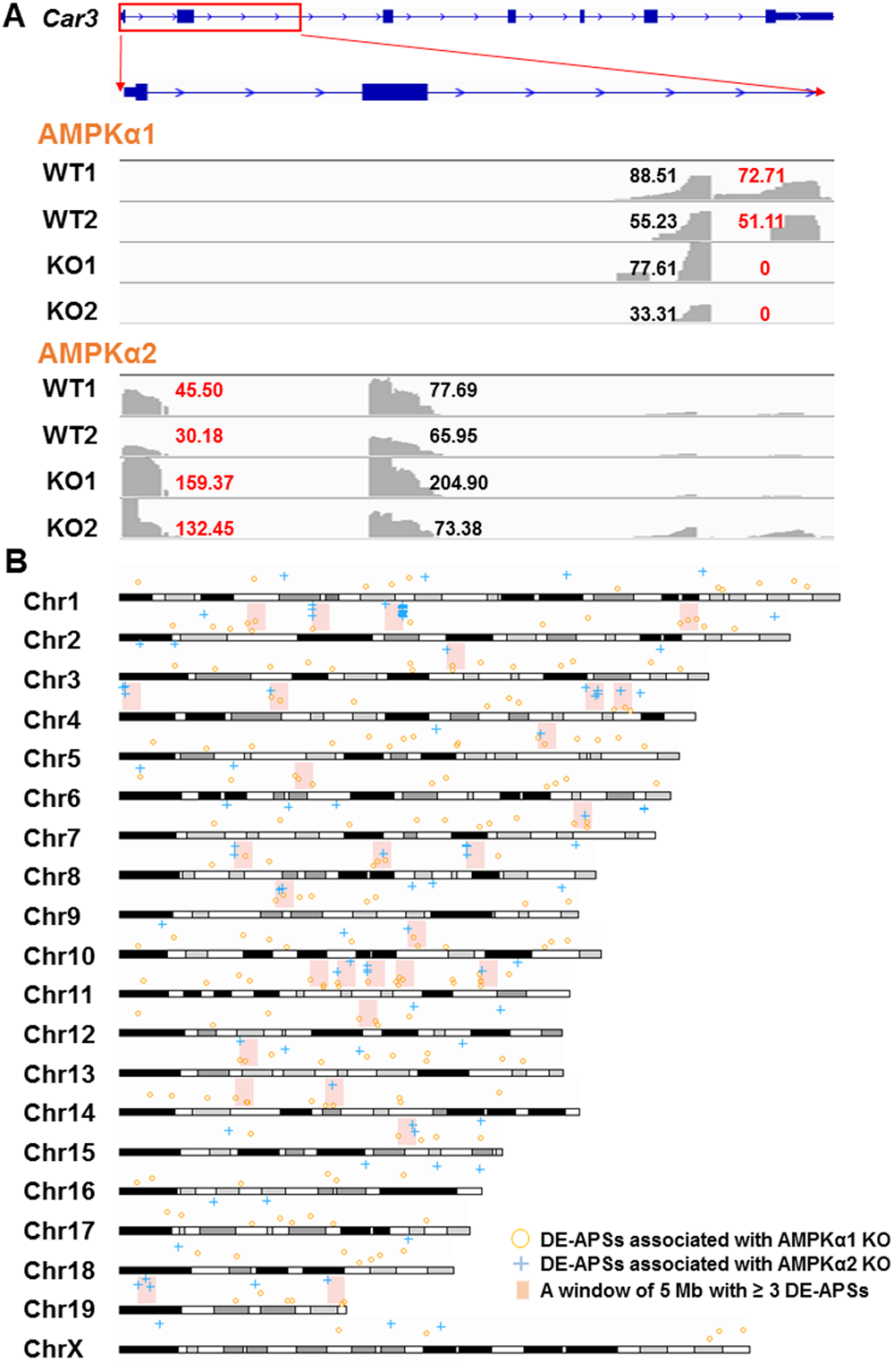
Characterization of DE-APSs between AMPKα1 KO and AMPKα2 KO mice. (**A)** *car3* was used as an example to show that knockouts trigged use of different polyA sites for functional detours. A polyA site in intron 2 was lost in AMPKα1 KO mice while a polyA site in intron 1 (extended from exon 1) was up-regulated in AMPKα2 KO mice in comparison to WT animals. For both knockout cases, each had one site as reference without significant difference. The DESeq normalized count for each site is also presented. **(B)** DE-APS clusters were identified along each murine chromosome, which required at least 3 DE-APSs within a 5-Mb window.

It seems that there were different genome regions targeted by AMPKα1 and AMPKα2 knockouts (Fig. 4B). 

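The share of tested APSs with an unadjusted p under 0.05 was compared between each chromosome and the rest by two-sided Fisher's exact tests, 40 over both models. In AMPKα2, chromosome 2 had 14.3% against 6.85% elsewhere (Fisher's exact test, p = 3.28e-30, adjusted p = 1.31e-28). In AMPKα1, chromosome 2 had 2.97% against 3.08% elsewhere (Fisher's exact test, p = 0.761, adjusted p = 0.820). Of the other tests, 4 had an adjusted p under 0.1. In AMPKα2, these were chromosome 5 (5.40% against 7.69%, Fisher's exact adjusted p = 0.0360) and chromosome 12 (5.21% against 7.65%), and in AMPKα1 chromosome 7 (3.99% against 3.01%) and chromosome X (1.90% against 3.11%), with a Fisher's exact adjusted p of 0.0561 for the last 3. APSs of the same gene are not independent in these tests.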

Among 303 DE-APSs for both cases with map locations, over one third (115) were relatively clustered in 29 regions set up with a window of 5 Mb with at least 3 DE-APSs. 

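Of the edgeR calls, 8 had a location on an assembled chromosome, and 0 of them lay in a 5-Mb window with at least 3 calls. For the paper's list, 300 APSs had such a location and 117 lay in 25 regions of this kind. In 10000 random draws of as many APSs with a read per model, a mean of 106 APSs lay in such regions (one-sided permutation test, p = 0.192). With 1 APS per gene, 82 of 254 lay in 22 regions (one-sided permutation test, p = 0.565).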

In particular, chromosomes 2, 4, 8 and 11 were enriched with 4, 4, 3 and 5 such regions, respectively (Fig. 4B). 

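Of the 25 regions found with the paper's list, 4 lay on chromosome 2, 3 on chromosome 8, 3 on chromosome 11 and 2 on chromosome 4. With 1 APS per gene, chromosome 2 held 2 regions.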

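With the paper's AMPKα1 list alone, 39 of 203 APSs lay in 11 regions, against a mean of 42.7 in the random draws (one-sided permutation test, p = 0.673). Of these regions, 3 lay on chromosome 11, 2 on chromosome 2 and 1 each on chromosomes 4, 6, 7, 8, 12 and 14.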

The specific regions targeted by AMPKα1 knockout included two on chromosome 2, one on chromosome 6, two on chromosome 11, one on chromosome 12 and one on chromosome 14. 

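With the paper's AMPKα2 list alone, 36 of 97 APSs lay in 6 regions, against a mean of 6.86 in the random draws (one-sided permutation test, p = 0.0001, the smallest that the draws can give). The draws take APSs as independent, while several listed APSs share a gene. With 1 APS per gene, a setting added after the values were seen, 6 of 62 lay in 2 regions, against a mean of 2.43 (one-sided permutation test, p = 0.177). Of the 6 regions from all listed APSs, 2 lay on chromosome 2, where the 17 APSs of Ttn lie, and 1 each on chromosomes 4, 8, 11 and 19. The 2 regions with 1 APS per gene lay on chromosomes 8 and 19.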

A total of five regions were enriched for AMPKα2 knockout with one on chromosome 2, two on chromosome 4, one chromosome 8 and one on chromosome 19 (Fig. 4B).

Collection of the top 20 enriched pathways based on the full sets of DE-genes associated with both up- and down regulated DE-APSs further revealed the functional divergence between AMPKα1 KO and AMPKα2 KO mice (Fig. 5). The KO models only shared three common pathways: muscle system process, striated muscle cell development and supramolecular fiber organization. Among the remaining pathways, 14 are specific to AMPKα1 KO and 3 to AMPKα2 KO (Fig. 5). Parallel to the pathway analysis, protein-protein interaction (PPI) networks were also mainly enriched from down-regulated genes (over 80%) in AMPKα1 KO, but up-regulated genes (75%) in AMPKα2 KO (Fig. 5). Notably, AMPKα1 KO mice had 24 down- and 7 up-regulated proteins specific to muscle and lipogenesis functions. For AMPKα2 KO mice, 14 out of 21 up-regulated proteins were relevant to muscle processes.

**Figure 5:**
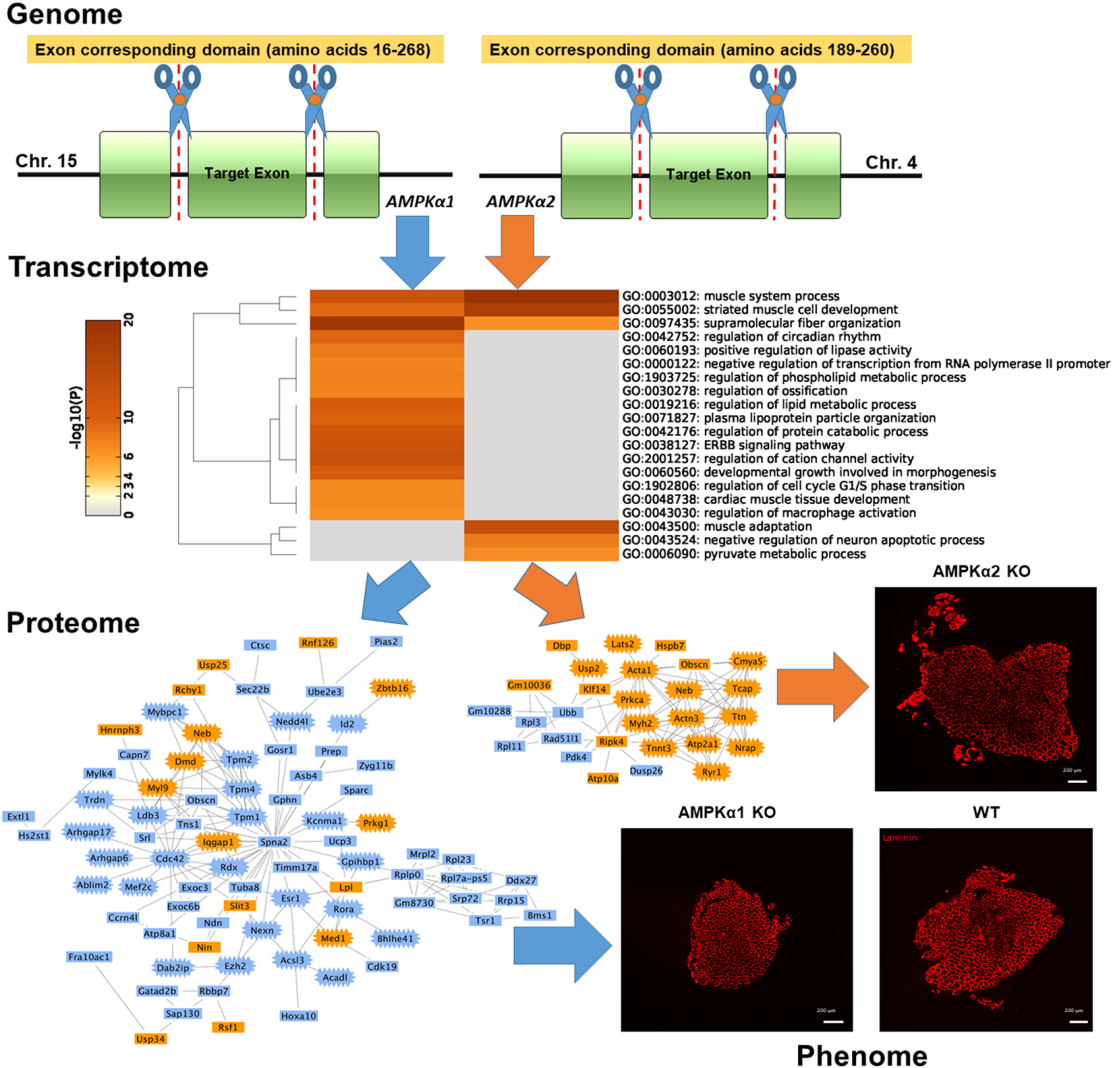
Information flow from genome to phenome in knockout models. The genomic DNA regions coding for partial catalytic domains of AMPKα1 and AMPKα2 proteins were abolished, which caused dynamics of information flows in both models via APS-associated genes enriched for muscle systems. Lost and down-regulated DE-APSs (in blue color) were dominant in AMPKα1 KO mice, while up-regulated DE-APSs (in yellow color) were influential in AMPKα2 KO mice. The information flows matched well with opposite phenotypic changes between both models. Proteins crowned in the networks are associated with muscle system.

## Discussion

Approximately ten years ago, the International Knockout Mouse Consortium’s goal was to inactivate all the genes harbored in the mouse genome using both gene trapping and gene targeting approaches to facilitate functional studies^14^. Approximately 95% of these tasks have been accomplished^15^. Unfortunately, most of these KO models remain uncharacterized. In the present study, we investigated AMPKα1 KO and AMPKα2 KO mice. For the former model, a region of DNA sequences that code for amino acids 16–268, a part of the catalytic domain of *AMPKα1* gene, were deleted^16^. For the latter model, Viollet and colleagues^11^ abolished the AMPKα2 catalytic domain covering amino acids 189–260 (Fig. 5). We collected gastrocnemius muscle samples from both KO and WT mice and profiled APSs. Our results revealed that AMPKα1 KO mice lost more APSs than gained, while AMPKα1 KO mice had more up-regulated than down-regulated APSs (Figs 2 and 3). Further analysis showed that down-regulated APSs in the former model and up-regulated APSs in the latter model were derived from unique sets of genes enriched for muscle-related processes (Fig. 5), which, in turn, can explain why muscle area was reduced in AMPKα1 KO mice, but increased in AMPKα2 KO mice (Fig. 5). In brief, profiling APSs is a sensitive and powerful approach that can be used to detail the information flow from genome to transcriptome/proteome to phenome and explain altered phenotypes between KO and WT animals.

Mapping reads to the genome also allowed us to collect number of reads per gene and thus pursue gene-based analysis (Supplementary Table S6). Among 15,378 genes collected with at least 16 reads per gene, a total of 123 and 82 were as DE-genes (adjusted P < 0.1) in AMPKα1 KO and AMPKα2 KO mice, respectively as compared to WT animals. 

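Reads of all APSs of a gene were summed per gene. In AMPKα1, edgeR called 0 of 13941 tested genes, with 587 at an unadjusted p under 0.05, and DESeq2 called 29 higher and 95 lower in KO mice. In AMPKα2, edgeR called 39 higher and 33 lower of 10552 genes, with 902 at an unadjusted p under 0.05, and DESeq2 called 57 higher and 25 lower. Among the alternatives, the edgeR counts in AMPKα2 rose furthest without a filter on low counts, to 260 higher and 137 lower, and fell furthest with all 8 libraries in one fit, to 2 higher and 4 lower. Of the edgeR calls in AMPKα2, the APSs of Fndc5 on chromosome 4 and on its scaffold copy were counted as separate genes, with fitted log2 fold changes of −10.64 and 7.38, whose sizes rest on counts at or near 0 (edgeR adjusted p = 5.85e-05 for both). With both copies added, the log2 change of Fndc5 was −0.39.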

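Among protein coding genes in AMPKα2, edgeR called 32 higher and 30 lower in KO mice. DESeq2 called 47 higher and 22 lower in AMPKα2 and 25 higher and 72 lower in AMPKα1.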

When only protein coding genes were considered, the numbers of up- and down-regulated DE-genes were 25 and 71 in AMPKα1 KO mice, and 47 and 22 in AMPKα2 KO mice, respectively (Supplementary Figure S2). On the other hand, APS-based analysis revealed 31 up- and 141 down-regulated DE protein coding genes in the former model and 44 up- and 14 down in the latter model, respectively (Supplementary Figure S2). These results indicated that both APS- and gene-based analyses do not reveal the same sets of DE-genes. 

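In AMPKα2, each protein coding gene with an APS called by edgeR was also called in the same direction over the whole gene, which covers 15.6% of the higher and 20.0% of the lower protein coding genes called by the gene-based test. In AMPKα1, neither edgeR test called a protein coding gene, so the overlap cannot be given. From the differing lists, the paper states that the APS-based and gene-based analyses do not find the same genes.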

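With DESeq2 in AMPKα1, 5 higher genes were called by both analyses, 20.0% of those from the gene-based and 13.9% of those from the APS-based analysis, and 35 lower genes were shared, 48.6% and 23.6%. In AMPKα2, 30 higher genes were shared, 63.8% of the gene-based and 65.2% of the APS-based calls, and 12 lower genes were shared, 54.5% and 92.3%.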

As shown in Supplementary Figure S2, the common sets of DE-genes were variable, ranging 14–72%. As such, the DE-genes revealed by the gene-based analysis were enriched for pathways that were quite different from those revealed by the APS-based analysis (Figs 2 and 3 and Supplementary Figure S2). In particular, the gene-based approach did not detect pathways that can explain the phenotypic changes in muscle development between the two KO models (Fig. 5). Overall, only one enriched pathway in AMPKα2 KO mice was relevant to muscle, i.e., cardiac muscle hypertrophy. Therefore, gene-based analysis had much less power than APS-based analysis in discovery of functionally relevant pathways that can explain the phenotypic changes.

Another striking beauty of APS-based analysis observed in the present study is that it discovered five DE-genes shared by both KO models, including *Car3*, *Mylk4*, *Neb*, *Obscn* and *Pfkm*. These DE-APSs (12 in total) were all model-specific (Supplementary Tables S2 and S3). However, gene-based analysis only revealed that *Mylk4* and *Obscn* genes were up-regulated in AMPKα2 KO mice with adjusted P = 0.002 and adjusted P = 0.043, respectively (Supplementary Table S6). 

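Summed over the gene, Mylk4 had 672 and 658 CPM in the AMPKα2 KO libraries and 269.5 and 329 CPM in the WT libraries, a log2 fold change of 1.28 (standard error 0.26). Its adjusted p was 0.0736 in edgeR's test and 0.00240 in DESeq2's. Neb, Pfkm and Car3 had log2 fold changes of 0.88, 0.79 and 0.16 in AMPKα2 (edgeR adjusted p = 0.455, 0.393 and 0.922). In AMPKα1, the log2 fold changes of these 4 genes lay between −0.68 for Pfkm and −0.02 for Mylk4, with edgeR adjusted p of 0.763 for Pfkm and 1.00 for Mylk4.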

Most importantly, these five genes play significant roles in muscle system processes. For example, carbonic anhydrase 3 (Car3) serves as a mesodermal marker for early muscle development^17^. Particularly, this enzyme is abundantly expressed in the type I (slow twitch) skeletal muscle^18^. Myosin light chain kinase 4 (Mylk4) is a member of the myosin light-chain kinase family of serine/threonine-specific protein kinases that phosphorylate the regulatory light chain of myosin II^19^, but its function remains unknown. Both nebulin (Neb) and obscurin (Obscn) are members of the giant protein family and play important roles in contractility of skeletal muscle^20,21^. Phosphofructokinase muscle (Pfkm) is an enzyme that is involved in breakdown of glycogen. As such, Pfkm deficiency often causes glycogen storage disease of skeletal muscle^22^. For *Car3*, *Mylk4*, *Obscn* and *Pfkm* genes, our results clearly support “down-expression – reduced phenotype” and “up-expression – increased phenotype” as the DE-APS action mode. However, the specific DE-APS action mode in the *Neb* gene were “up-expression – reduced phenotype” in AMPKα1 KO mice, but “up-expression – increased phenotype” in AMPKα2 KO mice. How DE-APSs within the same gene have different action modes needs further investigation.

For protein coding genes, conventional (with class codes of c, o and p) and non-conventional (with class codes of e, i and x) accounted for 47% and 53% of the APSs in the collective dataset, respectively (Fig. 1B). However, the distribution of conventional and non-conventional APSs changed to 42% and 58% for up- and 82% and 18% for down-regulated DE-APSs in AMPKα1 KO mice (Fig. 2C), and 18% and 82% for up- and 93% and 7% for down-regulated DE-APSs in AMPKα2 KO mice, respectively (Fig. 3C). 

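Shares were taken over the reads on APSs of protein coding genes with a GENCODE location. In the AMPKα1 KO libraries, 12.9% and 14.8% of these reads lay in an intron, antisense to an exon or elsewhere. In AMPKα1 WT, the shares were 8.64% and 12.2%. In AMPKα2, the shares were 50.0% and 40.5% in KO and 40.8% and 45.5% in WT, so the KO and WT libraries overlapped.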

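The share of non-conventional APSs among the DESeq2 calls in AMPKα1 was 39.8 percentage points larger among the higher than among the lower APSs (two-sided Fisher's exact test, p = 1.71e-05). The calls with a class code were the APSs of the paper's AMPKα1 list, with the same shares. Over the paper's AMPKα2 list, the difference was 75.4 percentage points (two-sided Fisher's exact test, p = 5.5e-08).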

The same trends were confirmed based on the results annotated with the HOMER program (Supplementary Table S7). For example, distal (within 3′UTR and TTS) and proximal APSs (non-distal APSs) accounted for 47% and 53%, respectively, based on the whole dataset, but changed to 32% and 68% for up- and 75% and 25% for down-regulated DE-APSs in AMPKα1 KO mice (Fig. 2C), and 6% and 94% for up- and 93% and 7% for down-regulated DE-APSs in AMPKα2 KO mice, respectively (Supplementary Table S7). These results indicate that up-regulated DE-APSs tend to use more non-conventional or non-distal sites while down-regulated DE-APSs were dominantly derived from conventional or distal sites. Therefore, gene knockout may affect different regulatory mechanisms that drive the phenotypic detours.

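By the GENCODE annotation, the APSs on the paper's lists in an exon without coding sequence or downstream of the gene were 12 of 31 higher (38.7%) and 110 of 142 lower APSs (77.5%) in AMPKα1. In AMPKα2, they were 9 of 63 higher (14.3%) and 14 of 15 lower APSs (93.3%), with 29 of the 63 higher ones in exons and 18 in introns. The paper states that such shares indicate that up-regulated DE-APSs tend to use more non-conventional or non-distal sites, while down-regulated DE-APSs come mostly from conventional or distal sites.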

In addition to alternative polyadenylation, alternative promoter, alternative splicing and RNA editing also significantly contribute to transcriptome diversity and dynamics^23–25^. In the present study, two AMPKα2 KO and two WT animals were also profiled for both 5′- and 3′-ends of transcripts using either WTSS-seq or WTTS-seq method. As shown in Supplementary Tables S3 and S4, both profiles generated very consistent results to support the claim that AMPKα2 KO triggered usage of more alternative transcription start sites and alternative polyadenylation sites than WT animals. The numbers of up- and down-regulated DE-APS were 247 and 96 revealed by WTSS-seq and 84 and 17 detected by WTTS-seq method, respectively. As such, more top “summary” pathways were enriched for the former profiles than the latter profiles (Supplementary Figure S1 and Fig. 3). However, both datasets discovered the same story that the up-regulated DE-genes are responsible for increased muscle function in AMPKα2 KO. Nevertheless, these results also provided hints that gene knockout mice may use a variety of mechanisms to detour the genetic information transfer from genome to phenome.

In conclusion, our present study confirmed that AMPKα1 and AMPKα2 execute different physiological functions although each serves as the α unit of the kinase enzyme. More APSs were lost than gained in AMPKα1 KO mice, which resulted in reduced muscle area. In contrast, knockout of AMPKα2 caused more APSs to be up-regulated, increasing muscle area compared to WT mice. First, these results demonstrated that deletion or deficiency of genes can produce either gain or loss of function, depending on definition and types of phenotypes. Second, alternative transcripts within a gene may serve as different functional units. In particular, different transcripts may be involved in opposite processes that result in either increase or decrease of phenotypes. Lastly, the central dogma of molecular biology in which DNA makes RNA and makes protein^26^ may be oversimplified. Our results indicate that the intricate coordination of alternative transcripts affect phenotypes. Nevertheless, profiling of alternative transcripts is a sensitive and powerful approach to link genome to phenome for radically understanding genetic complexity of complex phenotypes.

## Methods

### Animals and tissue sampling

Two AMPKα1^−/−^ 129S2/SvPas (AMPKα1 KO) and two AMPKα2^−/−^ C57BL/6 (AMPKα2 KO) mice and their WT controls (each with two animals) used in the present study were generated as described previously^11,16^. All animals were purchased from the Jackson Laboratory as described by Fu and colleagues^12^ and handled in accordance with protocols approved by the Animal Care and Use Committee of Washington State University. AMPKα1 KO mice ~6 weeks of age and AMPKα2 KO mice ~8 weeks of age were euthanized by carbon dioxide asphyxiation followed by cervical dislocation. The gastrocnemius muscles were immediately removed, flash-frozen in liquid nitrogen, and stored at −80 °C. RNA was isolated from the muscles following standard procedures. Briefly, muscle was removed from −80 °C and placed in a mortar chilled with liquid nitrogen. The tissue was ground to a fine powder with a pestle, transferred to a Potter-Elvehjem tissue grinder, homogenized with TRIzol Reagent (Life Technologies Corp., Carlsbad, CA) and total RNA isolated according to the manufacturer’s instructions. Contaminating DNA was removed from total RNA with DNase (TURBO DNA-free kit, Life Technologies Corp., Carlsbad, CA). Total RNA quantity was measured with the Quant-iT RiboGreen RNA Assay Kit (Life Technologies Corp., Carlsbad, CA) and quality assessed by fragment analysis (Advanced Analytical Technologies, Inc., Ankeny, IA).

### Immunohistochemical staining (IHC) assays

Soleus muscle samples were collected from 3 month old WT, AMPKα1 KO, and AMPKα2 KO mice. Ttransversus abdominis muscle samples were collected from 10-day old WT mice. Muscle samples were fixed in 4% paraformaldehyde for 4 h at 4 °C, incubated in PBS with 30% sucrose overnight, embedded in OCT (optimal cutting temperature) compound, and then frozen in liquid nitrogen-cooled isopentane. Sections (7 µm thick) were incubated in blocking buffer containing TBS (Tris-buffered saline), 5% goat serum, and 0.2% Triton X-100 for 2 h. Antigen retrieval for IHC employing anti-AMPKα1 antibody (ABIN737886 Antibodies-Online Inc., 1:200) or anti-AMPKα2 antibody (ABIN2855639 Antibodies-Online Inc., 1:200) was performed by heating sections in citrate buffer (pH 6.0) for 20 min before blocking. Blocked sections were incubated overnight at 4 °C in primary antibodies diluted in blocking buffer, rinsed 3 times in TBS containing 0.2% Triton X-100, and then incubated in appropriate fluorophore-conjugated secondary antibodies diluted in blocking buffer for 1 h at room temperature. Sections were then rinsed 3 times in TBS containing 0.2% Triton X-100 and mounted in mounting medium containing DAPI (4′,6-diamidino-2-phenylindole). Images were captured using an EVOS microscope. Additional primary antibody and dilution used in IHC includes rat anti-laminin antibody (4H8-2 Enzo, 1:200). Secondary antibodies were used at 1:500 dilution in IHC, which include goat anti-rabbit Alexa Fluor 555 (#4413) and goat anti-rat Alexa Fluor 488 (#4416) purchased from Cell Signaling.

### Preparation of WTTS-seq libraries and sequencing

In the present study, two male KO and two male WT mice were used per gene model. For each individual, 2.5 μg of total RNA derived from muscle were chemically fragmented with RNA fragmentation buffer (AM8740, Ambion). After that, poly(A)+ RNA was enriched by Dynabeads oligo(T) magnetic beads (61002, Ambion). Reverse transcription with SuperScript III Reverse Transcriptase (18080, Invitrogen) was used to synthesize first cDNA strand with integration of both 5′adaptor and 3′adaptor. After all RNA molecules were removed by both RNases H (M0297L, NEB) and I (EN0601, Thermo Scientific), solid-phase reversible immobilization beads were used to select 300–600 bp first-strand cDNA molecules (A63880, Beckman Coulter), and second-strand cDNA was synthesized by PCR. Size selection was repeated as described above and the final libraries were sequenced using an Ion PGM™ system at Washington State University.

### Read quality control, mapping and processing

Sequencing of 8 WTTS-seq libraries yielded a total of 43,846,314 raw reads, ranging from 2,988,420 to 8,248,846 reads per sample. Quality control was conducted using FASTX Toolkit version 0.0.13.1 to remove reads that had more than 50% of all bases with quality scores less than 10, leaving 43,728,315 reads (99.73%) for further analysis. As our WTTS-seq method is strand-specific, all Ts (thymine(s)) at beginning of each read were trimmed using our own Perl script. We retained trimmed reads with at least 16 bp for mapping, resulting in a total of 41,981,802 qualified reads. The mouse reference genome in FASTA format and annotation file in GFF format were downloaded from NCBI (https://www.ncbi.nlm.nih.gov/genome/52). Read mapping was completed using TMAP (version 3.4.1, https://github.com/iontorrent/TMAP). The first nucleotide of each trimmed read tentatively served as the polyadenylation adjacent site, but when it was clustered with others within a window of 24 nucleotides, it was designated as an APS site^27,28^.

### Characterization of APSs in mice

The Cuffcompare tool (version 2.2.1)^13^ was used to assign genome, gene and within-gene mapping information to each clustered APS site (Supplementary Table S1). Genome information included scaffold number, strand direction and 5′- and 3′-end coordinates on each chromosome. Gene information had ID number, strand, biotype, symbol and transcript ID for each APS. In terms of gene biotypes, we targeted APSs assigned to protein coding genes, long noncoding RNAs (lncRNAs), microRNAs (miRNAs), pseudogenes and small RNA genes. For within-gene information, we focused on APSs assigned to class code c (confined in exonic regions), e (extended from exonic regions to intronic regions with at least 10 bp), i (completed in the intronic regions), o (exonic regions with extension), p (located within 2 kb downstream of reference transcripts) and xAPSs (exonic regions, but with opposite direction). In addition, we also characterized genomic regions 30 bp downstream of APSs based on their adenine contents as ARS-APSs (A-rich stretches-APSs) and NARS-APSs (non-A rich stretches-APSs). An ARS region contained at least 7 consecutive As or 8 As within a 10 bp window. As well, 28 polyA signals predicted in other species^29–33^ were used to determine their potential appearance in genomic region of 100 bp upstream of each APS.

### Preparation of WTSS-seq libraries and sequencing

WTSS-seq library started with 1 µg of total RNAs for depletion of rRNA using RiboCop Rrna depletion kit (Lexogen), followed by reverse transcription with SuperScript III Reverse Transcriptase (18080, Invitrogen) to synthesize first cDNA strand with integration of both 5′adaptor and 3′adaptor in the reaction. In the process, the rRNA depleted RNA was mixed with 1 µl of 100 µM 5′-adaptor (switching primer) and 1 µl of 100 µM 3′-adaptor (semirandom primer). The mixture was heated at 65 °C for 5 min and chilled on ice for 2 min and repeated. After that, 4 µl of of 5x First-Strand Buffer, 2.5 µl Dntp(10 mM), 1 µl SuperScript III Reverse Transcriptase (200 units/µl), 1 µl of RNase OUT(100 units/µl) and 1 µl DTT(0.1 M) were added. Reverse transcription was set as 40 °C for 90 min and 70 °C for 15 min. After all RNA molecules were removed by both RNases H (M0297L, NEB) and I (EN0601, Thermo Scientific), 250–500 bp of the first strand cDNA molecules were selected by solid-phase reversible immobilization beads (A63880, Beckman Coulter) and then used for PCR to synthesize second-strand cDNA. PCR conditions were initial denaturation at 98 °C for 30 sec; 20 cycles of 98 °C for 10 sec, 50 °C for 30 sec, and 72 °C for 8 sec; and final extension at 72° for 10 min. The libraries were sequenced using an Ion PGM™ Sequencer at Washington State University after final size selection was performed with same range descripted above.

### Data analysis and availability

The DESEq. 2 package in R^34^ was used to 1) normalize raw reads among samples, 2) separate transcriptome profiles within and between KO models and 3) identify differentially expressed APSs (DE-APSs) with Padj (corrected) < 0.1. All APSs, including the DE-APSs were further annotated using the HOMER (v4.9) software suite (http://biowhat.ucsd.edu/homer/) to determine mapping locations, including TTS (transcription terminal site, by default defined from −100 bp to +1 kb), exons, introns, 3′UTR, 5′UTR, TSS (transcription start site, by default defined from −1kb to +100 bp) and intergenic regions^35^. The protein coding genes associated with the DE-APSs were then used as input in the Metascape program and pathways were enriched using “GO Biological Processes”^8^. Protein-protein interaction networks were identified using the STRING database (https://string-db.org/)^36^ and visualized using the graphical network Cytoscape software (version 3.5.1.)^37^. χ^2^ test was used to detect significant differences among or between categories using R. In addition, the raw WTTS-seq and WTSS-seq  reads were deposited in NCBI GEO (gene expression omnibus) database under accession numbers GSE107212 and GSE112325.

## Electronic supplementary material

Dataset 1

Dataset 2A

Dataset 2B

Dataset 2C

Dataset 2D

Dataset 2E

Dataset 2F

Dataset 2G

# Supplementary material for: Alternative polyadenylation drives genome-to-phenome information detours in the AMPKα1 and AMPKα2 knockout mice
**Source:** Sci Rep. 2018 Apr 24;8:6462. doi: 10.1038/s41598-018-24683-7
**Supplement:** Supplementary file 1 — Dataset 1

**Alternative polyadenylation drives genome-to-phenome information detours in the AMPKα1 and AMPKα2 knockout mice**

Shuwen Zhang, Yangzi Zhang, Xiang Zhou, Xing Fu, Jennifer J. Michal, Guoli Ji, Min Du, Jon F. Davis and Zhihua Jiang

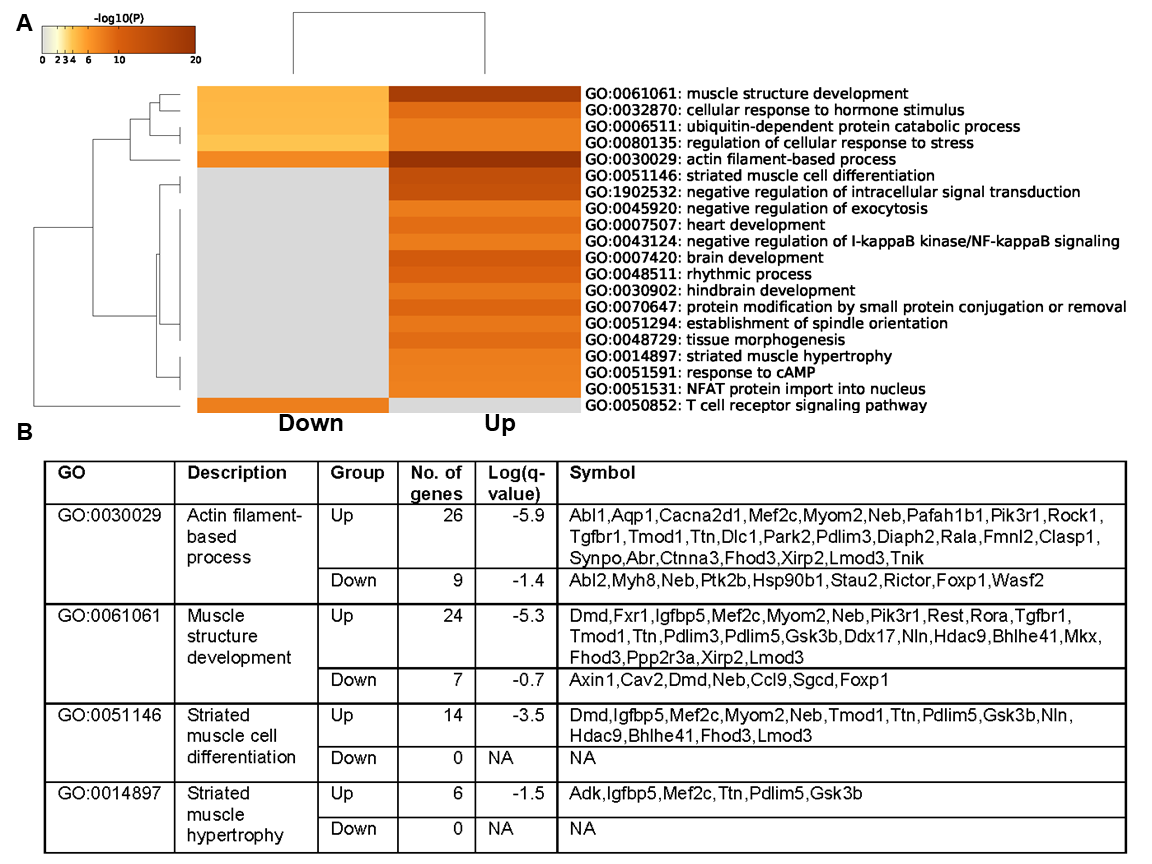

**Supplementary Figure S1. Characterization of alternative transcriptional start sites in AMPKα2 knockout mice.**  (A) Pathway enrichment with differentially expressed alternative start sites up- and down-regulated in AMPKα2 knockout mice. (B) Lists of De-genes contributed to the muscle related pathways.

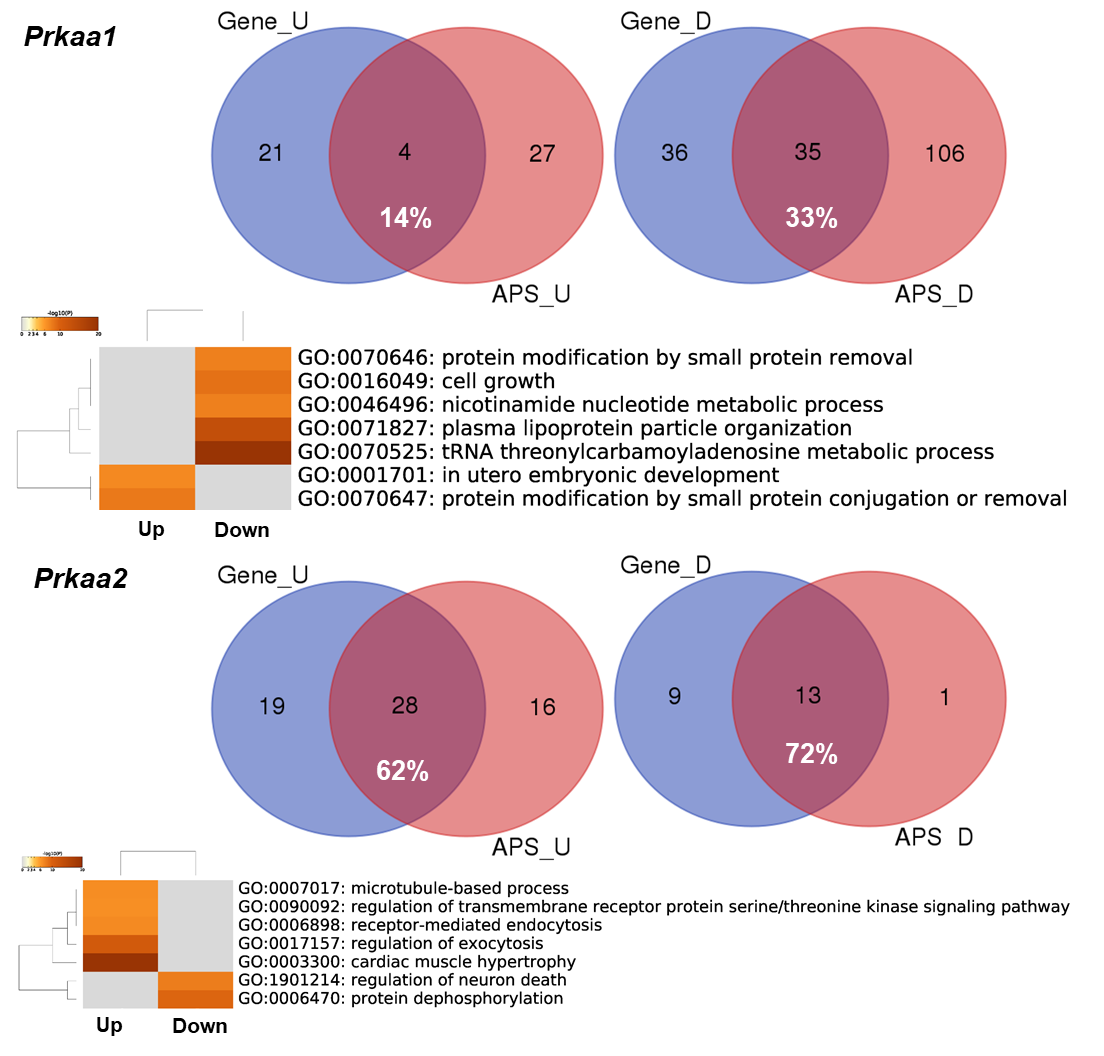

**Supplementary Figure S2. Gene-based analysis and pathway enrichment.**  Differences in numbers of DE-genes between gene- and APS-based analysis and gene-based pathways in AMPKα1 knockout mice (A) and in AMPKα2 knockout mice (B). U: up-regulated; and D: down-regulated.

# Supplementary material for: Alternative polyadenylation drives genome-to-phenome information detours in the AMPKα1 and AMPKα2 knockout mice
**Source:** Sci Rep. 2018 Apr 24;8:6462. doi: 10.1038/s41598-018-24683-7
**Supplement:** Supplementary file 8 — Dataset 2G

**Alternative polyadenylation drives genome-to-phenome information detours in the AMPKα1 and AMPKα2 knockout mice**

Shuwen Zhang, Yangzi Zhang, Xiang Zhou, Xing Fu, Jennifer J. Michal, Guoli Ji, Min Du, Jon F. Davis and Zhihua Jiang

**Table S7. Characterization of up- and down-regulated DE-APSs between KO and WT mice using either Cuffcompare or HOMER tool.**

|  | | Conventional APS  (c, o and p) | Non-conventional APSs (e, i and x) |
| --- | --- | --- | --- |
| Whole Dataset | | **47%** | **53%** |
| AMPKα1 KO mice | up | 42%↓ | 58%↑ |
|  | down | 82%↑ | 18%↓ |
| AMPKα2 KO mice | up | 18%↓ | 82%↑ |
|  | down | 93%↑ | 7%↓ |

|  | | Conventional APS  (3’UTR and TTS) | Non-conventional APSs (exon, intron etc.) |
| --- | --- | --- | --- |
| Whole Dataset | | **47%** | **53%** |
| AMPKα1 KO mice | up | 32%↓ | 68%↑ |
|  | down | 75%↑ | 25%↓ |
| AMPKα2 KO mice | up | 6%↓ | 94%↑ |
|  | down | 93%↑ | 7%↓ |

How the deposited data were processed for this re-analysis (not part of the article)

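Gastrocnemius muscle of AMPKα1 and AMPKα2 knockout (KO) mice and their wild-type (WT) controls was profiled by WTTS-seq, with 2 KO and 2 WT mice per model and 1 library per mouse, 8 libraries in total. The authors sequenced the libraries on an Ion PGM instrument, filtered the reads for quality with the FASTX Toolkit, trimmed the leading Ts, mapped trimmed reads of at least 16 bases to the mouse reference genome with TMAP, took the first base of each read as the polyadenylation adjacent site, clustered nearby sites and assigned them to genes with Cuffcompare. The deposited table holds the raw count of reads per APS in each library, without normalization, for APSs with at least 16 reads over the 8 libraries. These steps are taken from the paper's methods and were not repeated here, except that the smallest sum per APS and the whole numbers were checked in the table. Of the supplementary count cells for APSs on the paper's lists, 2448 of 2448 equalled the deposited counts once joined by position. Class codes and ARS labels were read from the supplementary tables used here, for 1828 APSs, and labels for all APSs were not used here.

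The libraries hold between 2311242 and 3549156 counted reads. Values were summed per gene from the APSs that the deposited table assigns to it. CPM values were computed with edgeR from library totals and TMM factors, errors are SDs over 2 libraries, and standard errors of log2 fold changes were derived from the F statistic and are approximate. A group with no library above 3 reads was set to that floor, and folds against it are lower bounds. With 2 mice per group, no exact permutation test of a single value can pass a usual threshold, so p values for KO against WT come from models over all APSs or genes.

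KO and WT libraries were compared within each model with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1): TMM normalization, a robust quasi-likelihood fit with genotype as the factor, APSs or genes with at least 16 reads over the 4 libraries, and a Benjamini-Hochberg adjusted p under 0.1. DESeq2 1.42.0, which the authors used according to their methods, was run with its defaults on all APSs with a read as an alternative. A KO effect that differs between the models was tested as an interaction of genotype and model over all 8 libraries. The KO mice of the models also differ in age, and in the AMPKα1 model the strain in the paper's methods differs from that in the sample labels, so levels were not compared between models as an effect of the targeted gene. Shares of class codes and ARSs by direction were compared with two-sided Fisher's exact tests over APSs of protein coding genes with a label. In AMPKα1 the edgeR calls hold no such APS, and these shares use the DESeq2 calls instead. Location was also read from GENCODE release 21 (exon, intron, within 2 kb downstream, antisense to an exon, other), and APSs in an exon or downstream stood for conventional APSs where class codes were missing. An ARS was called from the 30 bases downstream (7 consecutive As, or 8 As in 10 bases), and signals were searched in the 100 bases upstream, for APSs whose bases lie in a single annotated exon. Clusters were 5-Mb windows with at least 3 APSs, tested against 10000 random draws of tested APSs, or of APSs with a read for the paper's lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, exact tests and figures.

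The edgeR and DESeq2 code was tested on simulated data drawn from the means, library sizes and dispersions of these libraries, with 200 APSs changed by known folds, and on 5 data sets per model without any change. The 200 APSs were drawn from those with a mean of at least 50 reads per library. Tests, thresholds, the list of alternative settings and the rule for named genes were chosen before the data were examined, except where a setting or test is said to be added. The rule names Prkaa1 and Prkaa2, the genes with a DE-APS that the paper's text names, the APSs of Supplementary Table S5 with the reference sites of Fig. 4A, and, per model and direction, the 5 APSs with the lowest adjusted p in edgeR's test. The results of 1 gene under this rule are not reported here. KO and WT libraries carry the same replicate numbers in the sample labels but come from different mice, which is the only source of the pairing used in 1 alternative. Other alternatives changed the tool, the scaling, the filter on low counts, the threshold, the libraries in a fit, the APSs summed per gene, the window size and the set of APSs, and each library was left out in turn. Pathway, protein interaction and histology results and other sequencing data of the paper were not analysed here.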

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

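The tests of explanations in this part were all chosen after the results they address were seen.

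At 6 APSs, the difference between the models was itself significant in edgeR's quasi-likelihood test of the interaction of genotype and model. The KO effect in AMPKα2 minus that in AMPKα1 was 9.61 on the log2 scale for Mylk4 at 32728722, −11.98 for Fndc5 at 129143300 and 8.84 for Ttn at 76848946 (edgeR adjusted p = 0.0440 each), −6.42 for Gm10288 at 146838777 (edgeR adjusted p = 0.0528), and 9.66 for Ldb3 at 34529178 and 8.22 for Ncl at 86357164 (edgeR adjusted p = 0.0831 each). Ldb3 and Ncl fall outside the rule for named genes and were chosen after their values were seen. At the APSs of Mylk4, Ttn, Ldb3 and Ncl, both AMPKα1 KO libraries had 0 reads, while the AMPKα1 WT libraries had 47 and 53, 19 and 36, 35 and 99, and 23 and 46 reads. In AMPKα2 these APSs had 203 and 392, 245 and 318, 54 and 126, and 87 and 187 reads in KO, against 187 and 121, 156 and 112, 56 and 47, and 125 and 105 in WT. A technical explanation is that APSs were lost in both AMPKα1 KO libraries, and 4 of the 6 APSs had that pattern, so for these 4 a difference in regulation cannot be told apart from a loss of reads in those libraries. The differences given are fitted estimates, not bounds, and for all of these APSs but Gm10288 a KO group had 0 reads, so their sizes are uncertain. The KO mice of the models also differ in age, and no test could separate this from the targeted gene.

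The remaining 2 APSs of this group had reads in every AMPKα1 library and few or none in the AMPKα2 KO libraries. Fndc5 had 110 and 140 reads in AMPKα1 KO, 79 and 108 in AMPKα1 WT, 0 and 0 in AMPKα2 KO and 266 and 185 in AMPKα2 WT. Gm10288 had 4492 and 4247, 2397 and 2909, 9 and 5, and 953 and 505 reads in the same order. Gm10288 is a processed pseudogene, and its reads are uncertain because the parent gene can share them; no test of that was made.

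A signal also appeared on scaffolds outside the assembled chromosomes, which the paper does not discuss. In AMPKα2 KO mice, the scaffold copies of Fndc5, Kif1c, Ptp4a2 and Tmem234 received 100%, 97.5%, 59.5% and 97.8% of the reads of these genes in the KO library with the lower share. In the AMPKα2 WT libraries the shares were 0.375% and 0.538% for Fndc5, 3.57% and 0% for Kif1c, 5.06% and 5.61% for Ptp4a2 and 0% and 0% for Tmem234. Of 25 genes annotated on a scaffold and on a chromosome, 9 had enough reads in every AMPKα2 library to be judged, and these 4 switched. Fndc5, Ptp4a2 and Tmem234 share a scaffold and lie between 129143300 and 129842590 on chromosome 4, so they are not independent observations. Dynll2, Zbtb8os and Msi2, named after their values were seen, leaned the same way with fewer reads.

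For this switch, the explanation that reads of the KO mice were placed on another copy of the gene, through a variant of their strain against the reference, was tested by adding both copies. The log2 change was then −0.39 for Fndc5, −0.09 for Kif1c, −0.69 for Ptp4a2 and 0.75 for Tmem234, so the largest change in size, 0.749, stayed within 2-fold. That DNA carried along with the targeted Prkaa2 gene is the only source was tested by position. Fndc5 lies 24.0 Mb from Prkaa2 on chromosome 4, with Ptp4a2 and Tmem234 near Fndc5. But 1 of the 4 genes, Kif1c, lies on chromosome 11, which this explanation does not cover. For the genes on chromosome 4, the test leaves it open. A switch of the same scaffolds in AMPKα1 KO mice was not seen: 0 of 14 genes with enough reads switched between AMPKα1 KO and WT. The values are consistent with a difference in genetic background between the AMPKα2 KO and WT mice that moves reads between copies, a hypothesis that was found and tested on the same libraries. Of the 13 APSs called by edgeR in AMPKα2, 5 lay on a scaffold and 7 lay on a scaffold or in a gene with a copy on one. For these 7, a change caused by the knockout cannot be told apart from a change in where reads were placed.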

How the results depend on the processing

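The fits of DESeq2 with library totals, with an adjusted p under 0.05 and with 1 APS per gene, and the clusters of the paper's list of each model with 1 APS per gene, were chosen after the values were seen. The other settings were set in advance.

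With DESeq2 in place of edgeR, the APSs called in AMPKα1 went from 0 higher and 2 lower to 43 and 175, and those in AMPKα2 from 6 and 7 to 81 and 15. Genes called in AMPKα1 went from 0 in either direction to 29 higher and 95 lower, and the interaction of genotype and model from 6 to 519 APSs. With DESeq2 and library totals, the APSs called were 77 higher and 118 lower in AMPKα1 and 62 and 15 in AMPKα2. With library totals in edgeR they were 18 and 31 in AMPKα1 and 17 and 28 in AMPKα2, and genes in AMPKα2 went from 39 higher and 33 lower to 82 and 103. With DESeq2's size factors in edgeR, all of these counts stayed within 1.5 times. The scaling also moved the median log2 fold change of all tested AMPKα1 APSs, from 0.02 with TMM to 0.15 with DESeq2's size factors in edgeR, 0.16 in DESeq2, 0.38 with library totals in edgeR and 0.39 with library totals in DESeq2. The share of lower calls of DESeq2 in AMPKα1 was 80.3% with its own size factors and 60.5% with library totals. For these changes with the tool and the scaling, the cause was not tested beyond the tests given with the other observations.

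Without a filter on low counts, 1 APS was called higher in AMPKα1, 425 higher and 132 lower in AMPKα2, and 260 genes higher and 137 lower in AMPKα2. In these AMPKα2 fits, and in that of genes with library totals, edgeR estimated no spread between the dispersions of APSs or genes, so its test treated the dispersion as known. With at least 10 reads in 2 libraries, 0 APSs were called lower in AMPKα1, with 1840 at an unadjusted p under 0.05. With all 8 libraries in one fit, the APSs called were 29 higher and 403 lower in AMPKα1 and 2 higher in AMPKα2, and the genes called were 10 higher and 73 lower in AMPKα1 and 2 higher and 4 lower in AMPKα2. The cause was not tested, but the models differ in spread, with a biological coefficient of variation of 156% against 38.8%, and this fit shares the spread. At an adjusted p under 0.05, 2 APSs and 22 genes were called higher in AMPKα2, and the interaction was called at 3 APSs. With only APSs in exons or downstream of genes summed, 50 genes were called lower in AMPKα2. With 16 reads over all 8 libraries as the filter, 81 APSs had an interaction. The cause was not tested for these settings.

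With the replicate number as a block, edgeR called 369 APSs higher and 151 lower in AMPKα2, again with no spread between dispersions, 53 genes higher and 43 lower in AMPKα2, and 0 higher and 2 lower APSs in AMPKα1, and the interaction was called at 0 APSs, with 1397 at an unadjusted p under 0.05. Over all tested APSs, the deviations of same-numbered libraries were nearly uncorrelated (correlation 0.0043 in AMPKα1 and 0.0278 in AMPKα2). This does not exclude shared deviations at some APSs, such as those of Ndrg2 and Mettl17 in AMPKα1, given below. The log2 fold change of Prkaa2 at 105075473 in AMPKα1 was reversed from 0.82 to −0.90, and that at 105034784 in AMPKα2 from −0.09 to 0.0542 in this paired fit and to 0.0522 with all 8 libraries in one fit. Of the 74 effects of named APSs, 40 kept their side of the threshold under the block, 31 now passed it, 1 no longer passed it and 2 changed direction. The cause was not tested.

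The share of non-conventional APSs among higher minus that among lower calls in AMPKα2 was 33.3 percentage points with edgeR and passed the threshold with DESeq2 (73.3), the paper's list (75.4), DESeq2 at an adjusted p under 0.05 (86.8) and DESeq2 with 1 APS per gene and direction (67.3). The difference in ARS share was 50.0 points with edgeR and reversed with these sets, to −13.6, −17.7, −11.7 and −16.3 points, none with a Fisher's exact p under 0.05. The edgeR differences rest on 3 higher and 6 lower APSs, which limits them. In AMPKα1, where the DESeq2 calls were used, both differences kept their direction and passed the threshold at an adjusted p under 0.05 and with 1 APS per gene and direction, with 39.1 and 39.6 points for non-conventional APSs and 59.1 and 48.6 points for ARSs. Both sets are drawn from the same calls. The paper's list holds as many labelled APSs as the DESeq2 calls, with the same shares, and adds no check, because labels were read only for APSs in the supplementary tables used here. The distance ratio of WT to KO groups was 0.831, and it was 0.866 with at least 10 reads in every library and from 0.783 to 0.880 across the 8 fits that each left out one library. Whether KO and WT libraries lay closer together than the KO libraries changed with the distance, in both models with at least 10 reads in every library and in AMPKα2 with Spearman's correlation. APSs in clusters went from 0 to 3 with 10-Mb windows (one-sided permutation test, p = 0.0057) and to 117 with the paper's list (p = 0.192). With 1 APS per gene, they were 35 with the paper's AMPKα1 list (p = 0.858) and 6 with its AMPKα2 list (p = 0.177), where all 97 listed APSs gave 36 (p = 0.0001). With APSs of at least 50 reads, the share of genes with more than 1 APS fell from 66.0% to 48.5% for protein coding genes, from 26.5% to 20.9% for lncRNAs, from 19.5% to 13.09% for pseudogenes and from 3.30% to 1.42% for small RNAs. The cause was not tested.

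With DESeq2's size factors in edgeR, all 74 effects of named APSs kept their direction and side of the threshold. DESeq2 gave the same side of the threshold for 35, a weaker result for 2 and a stronger result for 37, and all 8 libraries in one fit gave 57 the same, 4 weaker, 12 stronger and 1 reversed. Leaving out each library in turn leaves 1 library in an arm, so no calls were made. In some fit, the sign then changed or the effect went to 0 for 8 of the 74 effects (sites of Prkaa1 and Prkaa2 and Pfkm at 98119133 in AMPKα2). Of these, Prkaa2 at 105029158 in AMPKα1 went from −7.16 to 0 without WT 1 and did not reverse. The sign changed for 0 of the 12 effects called by edgeR, and 34 of the 74 effects moved by more than their standard error. Of the reads on protein coding genes, the share on non-conventional APSs, KO minus WT, ranged from 1.71 to 5.22 points in AMPKα1 with a library left out. In AMPKα2 it ranged from −2.65 to 6.88 points. The cause of the sign changes was not tested. The sites differ in reads, and the replicates part at some of them, as at 105029647 of Prkaa2 in AMPKα1, with 180 and 24 reads in KO and 43 and 42 in WT. Settings without ARS sites were not run, because labels for all APSs were not used here, and the settings of an adjusted p under 0.05 and of 1 APS per gene gave no value for the edgeR shares in AMPKα1.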

Differences from the paper's values

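Of 47 values of the paper compared, 27 were within 1.5 times of the value found here and 20 were further apart. Those 20 are given first. Alternatives are those set before the data were examined unless said to be added.

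The paper gives 205 DE-APSs in AMPKα1, against 2 with edgeR. DESeq2 gave 218, and DESeq2 with library totals, chosen after seeing the values, gave 195. The other alternatives did not close the gap: DESeq2's size factors in edgeR (2), library totals (49), no filter (4), at least 10 reads in 2 libraries (0, with 1840 at an unadjusted p under 0.05), all 8 libraries in one fit (432), robust estimation off (3), the replicate block (2) and an adjusted p under 0.05 (2). For higher APSs, the paper's list has 38, against 0 with edgeR (1353 APSs in either direction at an unadjusted p under 0.05); DESeq2 (43) and all 8 libraries in one fit (29) closed the gap, and the others did not, including DESeq2 with library totals (77), library totals in edgeR (18) and no filter (1). For lower APSs, the paper's list has 167, against 2 with edgeR; DESeq2 gave 175 and DESeq2 with library totals, chosen after seeing the values, gave 118, and the other alternatives did not close the gap (0 to 403).

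In AMPKα2, the paper gives 101 DE-APSs, 84 higher and 17 lower, against 13, 6 and 7 with edgeR. DESeq2 gave 96, 81 and 15, and DESeq2 with library totals, chosen after seeing the values, gave 77, 62 and 15. None of the other alternatives closed a gap: totals of 7 with all 8 libraries in one fit, 8 at an adjusted p under 0.05, 12 with robust estimation off, 13 with DESeq2's size factors in edgeR or with at least 10 reads in 2 libraries, 45 with library totals (17 higher and 28 lower), 520 with the replicate block and 557 without a filter.

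For the gene-based test in AMPKα1, the paper gives 123 DE-genes, against 0 with edgeR (587 genes at an unadjusted p under 0.05). DESeq2 (124) and all 8 libraries in one fit (83) closed the gap, and each of the other alternatives gave 0. The paper's protein coding DE-genes in AMPKα1, 25 higher and 71 lower, compare with 0 and 0 with edgeR and 25 and 72 with DESeq2. The paper's protein coding genes with a DE-APS number 31 higher and 141 lower in AMPKα1 and 44 higher and 14 lower in AMPKα2. With edgeR they number 0 and 0 in AMPKα1 and 5 and 6 in AMPKα2, and DESeq2 closed each gap with 36, 148, 46 and 13.

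The paper gives 82% non-conventional APSs among the higher and 7% among the lower DE-APSs of AMPKα2, against 33.3% and 0% with edgeR. DESeq2 (81.0% and 7.69%) and the paper's own list (82.1% and 6.67%) closed both gaps, and 1 APS per gene and direction (33.3% and 0%) and an adjusted p under 0.05 (50.0% and 0%) did not. The paper counts 17 DE-APSs of Ttn, and edgeR called 0 of these 17, of which DESeq2 called 13. The edgeR settings without a filter and with the replicate block called all 17, while DESeq2 with library totals and DESeq2 at an adjusted p under 0.05, both chosen after seeing the values, called 9 each.

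The paper places 115 DE-APSs in 29 clusters, against 0 in 0 for the edgeR calls. Its own list gave 117 in 25 here, and windows of 2 Mb (0), of 10 Mb (3 in 1) and 1 APS per gene (0) did not close the gaps. For Mylk4 over the whole gene in AMPKα2, the paper's adjusted p is 0.002, against 0.0736 with edgeR. DESeq2 gave 0.00240, and the edgeR settings, from 0.000643 without a filter to 1.00 with all 8 libraries in one fit, did not close the gap. The chi-square of ARS by biotype is 214.58 in the paper and 31.5 here, from exonic APSs only, and 18.9 for those with at least 50 reads, so no alternative closed the gap.

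Of the 205 APSs on the paper's AMPKα1 list, edgeR called 2. More were called by DESeq2 (205), all 8 libraries in one fit (156), library totals in edgeR (38), no filter (4) and robust estimation off (3), and by 2 settings chosen after seeing the values, DESeq2 with library totals (152) and DESeq2 at an adjusted p under 0.05 (89). Of the 101 APSs on the AMPKα2 list, edgeR called 10. No filter called 101, the replicate block 97, DESeq2 93 and library totals in edgeR 12, and DESeq2 with library totals and at an adjusted p under 0.05, chosen after seeing the values, called 70 and 61. The paper lists Car3, Mylk4, Neb and Pfkm among the genes changed in both models, and edgeR called none of their APSs in either. Their 4 listed APSs in AMPKα1 were all called by DESeq2 and by all 8 libraries in one fit, and 2 were called with library totals in edgeR. Of their 6 listed APSs in AMPKα2, DESeq2 called 5 and the settings without a filter and with the replicate block called 6. The settings chosen after seeing the values called 4 in AMPKα1 and 2 in AMPKα2 with DESeq2 and library totals, and 2 and 3 with DESeq2 at an adjusted p under 0.05.

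The paper states that the sample distances part KO from WT within each model. Here the KO and WT libraries of AMPKα1 were 561 apart, against 614 between the KO libraries, and those of AMPKα2 were 353 apart, against 362. With at least 10 reads in every library, the KO and WT libraries were further apart than the KO libraries in both models, and with Spearman's correlation in AMPKα2 only. The paper states that pseudogenes and small RNAs rarely use non-conventional sites, whereas by the GENCODE annotation 15.5% of pseudogene and 46.2% of small RNA APSs lay outside exons and downstream regions. By the paper's class codes on part of chromosome 1, the share of pseudogene APSs was 3.85%. Pseudogene APSs are described as evenly divided by ARS, and 20.5% of those with a sequence here were followed by an ARS, against 46.2% by the paper's labels there. The paper gives a higher ARS share for protein coding genes and lncRNAs than the 23.9% and 29.4% found here for exonic APSs, and its labels on part of chromosome 1 gave 31.6% and 43.2%. It names fewer lost lncRNA and pseudogene APSs in AMPKα1 than DESeq2 called here (4 and 10), and more higher pseudogene APSs in AMPKα2 than DESeq2 called (1). It places more clusters on chromosomes 4 and 11 than the 2 and 3 found here with its list. It also gives more DE-APSs with a map location than the 300 found here on assembled chromosomes.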

Other observations

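In this part, the tests of replicate spread without change, of priming inside transcripts, of DNA around the targeted genes and of Ttn and Neb were chosen before the result was seen, and the other tests were chosen after it.

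With DESeq2, more APSs were called lower than higher in AMPKα1 KO mice, 80.3% of 218 calls. AMPKα1 WT 1 is the smallest library, and its deposited name carries an extra mark (R2) whose meaning is not given. A candidate explanation for the lean is the scaling of WT 1. In the other 2 splits of the 4 libraries, 84.9% and 87.5% of the DESeq2 calls were also higher in the group that held WT 1, whatever its partner, and 76.3% and 78.9% with library totals. With edgeR, 28 of 29 calls in 1 of these splits were higher in the group with WT 1. In the other, 1 of 2 edgeR calls was, which shows no lean. In the DESeq2 calls, the lean thus follows WT 1 under each scaling run. Whether its scaling or another property of that library is the source cannot be told. Nor can the lean toward lower calls in KO be told apart from it. With library totals as size factors, 60.5% of the calls in the real split were lower, so DESeq2's size factors could account for part of the lean, and the test cannot tell how much. Independent loss of APSs in each KO library was also tested. Of 7766 APSs with at least 20 reads in both WT libraries, 841 had 0 reads in KO 1, 789 in KO 2 and 290 in both. The number computed for independent loss was 162.5, a ratio of 1.78. That number does not follow from these counts alone, so the size of the ratio is uncertain. The test cannot exclude independent loss, because APSs that differ in their chance of loss would also share zeros. The mirrored count in the WT libraries was 230 against a computed 84.7, a ratio of 2.72 with the same limit. More shared zeros than computed were thus seen in both directions. Groups of mixed genotype also gave such zeros: 303 APSs had 0 reads in WT 1 and KO 1 and at least 20 in each of WT 2 and KO 2, more than the 290 of the KO pair, and the other mixed groups gave 148, 128 and 215. The shared zeros are therefore not particular to the KO pair. Data simulated with the spread of these replicates and without any change gave a mean of 18.8 DESeq2 calls over 5 data sets (0 to 52) and 0 edgeR calls in each, fewer than the real data. The other splits of the real libraries, however, gave 119 and 112 DESeq2 calls.

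For the number of calls, 1 of the 3 splits of the 4 AMPKα1 libraries, the real one, gave as many DESeq2 calls as it did (218). With edgeR, 3 of the 3 splits gave at least the 2 calls of the real split, with 29 in the split that sets WT 1 and KO 2 against WT 2 and KO 1. In AMPKα2, 1 of the 3 splits, the real one, gave as many edgeR calls (13, against 0 and 0 in the others, where 842 and 724 APSs had an unadjusted p under 0.05). With DESeq2, the AMPKα2 splits gave 96 calls in the real split, 45 in that of WT 1 and KO 1 against WT 2 and KO 2, 43 of them higher in the second group, and 0 in the last. With 3 splits the share cannot go below 0.333, so the share by itself cannot separate the counts from the grouping of the libraries. Data simulated for AMPKα2 without any change gave 0 to 1 edgeR calls (mean 0.4) and 0 to 8 DESeq2 calls (mean 3.2), fewer than the 13 and 96 of the real split. The split of WT 1 and KO 2 against WT 2 and KO 1 parts the same-numbered libraries as the real split does, and the remaining split keeps them together, so the first is the closer comparison; it gave 112 DESeq2 calls in AMPKα1.

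The AMPKα1 KO replicates parted at strongly read APSs: 3836 APSs with at least 50 reads in one library had 0 reads in the other, where counting error alone, with each read taken as an independent molecule, would give 1.59e-12. A few APSs taking most reads was tested by the share of the 10 most read APSs, which was at most 22.3% in an AMPKα1 library, below the 40.1% to 50.5% of the AMPKα2 libraries, whose replicates parted far less. The second explanation is not borne out. The first test does not exclude few input molecules before amplification, since PCR reads without molecular identifiers are not independent and the libraries come from different mice. Priming inside transcripts at intronic and other sites was tested by location: 22.6% of APSs in exons or downstream of genes had 0 reads in the replicate, against 46.8% elsewhere, and the test cannot tell whether such priming adds to the loss. Summed per gene, 11.9% of genes still parted, against 0.0735% in AMPKα2 KO, so use of another APS of the same gene may explain part of the pattern and not all of it. No biological explanation was tested, since the 2 libraries share their condition.

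Ndrg2 and Mettl17 were read partly on a scaffold in the AMPKα1 mice numbered 2. The scaffold share of Ndrg2 was 34.7% in KO 2 and 50.3% in WT 2, and that of Mettl17 was 66.3% and 57.2%, while KO 1 and WT 1 had at most 0.0353% for either gene. A strain variant that differs between single mice is a candidate explanation, for which the lowest share in the mice numbered 2, 34.7%, was the test. It cannot be told apart from any other difference between the mice numbered 1 and 2, and genotype is not one of them.

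DNA carried along with the targeted gene was tested by position. Within 10 Mb of Prkaa1, 3 of 205 tested APSs (1.46%) had an unadjusted p under 0.05 in AMPKα1, against 3.08% elsewhere (Fisher's exact test, p = 0.224). Within 10 Mb of Prkaa2, 6 of 164 (3.66%) did in AMPKα2, against 7.63% elsewhere (Fisher's exact test, p = 0.0542). Neither region held more changed APSs than the rest of the genome.

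APSs higher in AMPKα2 KO often lie in genes with many APSs. A rise of the whole gene, in place of the single APS, was tested on the other reads of the gene. Of the paper's higher APSs with other reads in their gene, these were higher in KO for 50 of 57 (87.7%), against 50.7% over all tested APSs, with a median log2 change of 0.74 against 0.01. By gene, the share was 79.4% of 34 genes, against 41.5%. The APSs were chosen from the same libraries, so a rise of the whole gene may account for many of them but cannot be told apart from changes at single APSs. For Ttn, the median log2 change of its APSs was 1.19 with edgeR and with DESeq2, 1.03 with library totals and 1.28 with all 8 libraries in one fit.

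Chromosome 2 held many changed APSs in AMPKα2. Without Ttn and Neb, 5.70% of its 1668 tested APSs had an unadjusted p under 0.05, against 6.90% on the other chromosomes (Fisher's exact test, p = 0.0617). The excess on chromosome 2 is therefore in line with an effect of Ttn and Neb alone.

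By class code, non-conventional APSs predominate among the DESeq2 calls higher in AMPKα2 KO. By the GENCODE annotation, 47.5% of these calls lay in an intron, antisense to an exon or elsewhere. More intronic reads over all protein coding genes in the KO libraries was tested as an explanation. The lowest KO share minus the highest WT share was −4.67 percentage points, so the libraries overlapped. This test cannot tell: 31 of the APSs in question have class code e, 61.6% of the APSs with that code lie in exons by the GENCODE annotation, and a rule of no overlap is strict with 2 libraries per group. Placement of reads and the whole-gene rise above were not tested for this pattern, and a biological explanation was not separated from them.

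The models parted in their reads on Rn18s-rs5, which took 0.0185% to 0.129% of the reads in the AMPKα1 libraries and 11.6% to 17.0% in the AMPKα2 libraries. Library size was looked at as an explanation: the AMPKα2 totals lay between 2552761 and 3549156 reads and the AMPKα1 totals between 2311242 and 3432601, so the totals overlap (the highest AMPKα2 total less the lowest AMPKα1 total is 1237914). A share is already divided by the library total, so this comparison could not have explained the difference and cannot tell its source. The KO mice of the models differ in age, and no test could separate a biological from a technical source.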
